# Analyses of Copy Number Variation of GK Rat Reveal New Putative Type 2 Diabetes Susceptibility Loci

**DOI:** 10.1371/journal.pone.0014077

**Published:** 2010-11-23

**Authors:** Zhi-Qiang Ye, Shen Niu, Yang Yu, Hui Yu, Bao-Hong Liu, Rong-Xia Li, Hua-Sheng Xiao, Rong Zeng, Yi-Xue Li, Jia-Rui Wu, Yuan-Yuan Li

## Abstract

Large efforts have been taken to search for genes responsible for type 2 diabetes (T2D), but have resulted in only about 20 in humans due to its complexity and heterogeneity. The GK rat, a spontanous T2D model, offers us a superior opportunity to search for more diabetic genes. Utilizing array comparative genome hybridization (aCGH) technology, we identifed 137 non-redundant copy number variation (CNV) regions from the GK rats when using normal Wistar rats as control. These CNV regions (CNVRs) covered approximately 36 Mb nucleotides, accounting for about 1% of the whole genome. By integrating information from gene annotations and disease knowledge, we investigated the CNVRs comprehensively for mining new T2D genes. As a result, we prioritized 16 putative protein-coding genes and two microRNA genes (*rno-mir-30b* and *rno-mir-30d*) as good candidates. The catalogue of CNVRs between GK and Wistar rats identified in this work served as a repository for mining genes that might play roles in the pathogenesis of T2D. Moreover, our efforts in utilizing bioinformatics methods to prioritize good candidate genes provided a more specific set of putative candidates. These findings would contribute to the research into the genetic basis of T2D, and thus shed light on its pathogenesis.

## Introduction

Type 2 diabetes (T2D), formally known as non-insulin-dependent diabetes, accounts for about 90% of the 180 million diabetic cases around the world [1]. Characterized by defects in both insulin secretion from pancreatic islet beta-cells and insulin action in peripheral tissues, this chronic and complex disorder is supposed to be predisposed by the combined action of multiple genetic factors [2], [3]. In the last two decades, large efforts including traditional candidate gene mapping and recent high-throughput genome-wide association studies were performed to unveil the genetic basis of T2D, and have found nearly 20 human T2D genes [3]–[8] and a number of related loci in human, mouse and rat genomes [9], [10]. However, the precise molecular pathogenesis of this heterogeneous disease remains poorly characterized, and more T2D-related genes are expected to be uncovered.

The Goto-Kakizaki (GK) rat, a nonobese animal model of T2D, was developed by repeated inbreeding of glucose-intolerant Wistar rats [11]. During their development, GK rats suffer from reduced beta-cell mass and insulin resistance spontaneously, and thus provide a feasible opportunity to search for susceptible loci, investigate pathogenesis and develop therapeutic strategies [12], [13]. Several quantitative trait locus (QTL) analyses on this model have already identified a number of genomic loci harboring susceptible variants [14]–[16].

While most disease-association studies of genetic variation focused on individual nucleotide sequences, large-scale changes like copy number variations (CNVs), generally defined as the copy number differences of DNA stretches larger than 1 Kb, have also been linked to dozens of human diseases [17]. Among the most well-known cases is the association of Down Syndrome with an extra copy of chromosome 21 identified by karyotype technology [18]. New high-throughput approaches like array-based comparative genome hybridization (array CGH, or aCGH) have allowed the identification of CNVs in the whole genome [19]–[21], and have discovered that CNVs are extensively distributed along the chromosomes. Some of the CNVs are found to be implicated in complex diseases including neuropsychiatric, autoimmune diseases and so on [22]–[25], but the association of CNVs with T2D remains largely unexploited except that a very recent study confirmed the implication of a previously identified human gene *TSPAN8* [26].

In this work, we conducted a genome-wide screen for CNVs between GK (T2D model) and Wistar rat (wild type) using array CGH. A non-redundant set of CNV regions with the total length of about 36 Mb was identified, including several novel T2D susceptibility loci involving 16 protein-coding genes (*Il18r1*, *Cyp4a3*, *Sult2a1*, *Sult2a2*, *Sult2al1*, *Nos2*, *Pstpip1*, *Ugt2b*, *Uxs1*, *RT1-A1*, *RT1-A3*, *RT1-Db1*, *RT1-N1*, *RT1-N3*, *RT1-O*, and *RT1-S2*) and two microRNA genes (*rno-mir-30b* and *rno-mir-30d*). It is so far the first investigation of T2D in GK rats from the viewpoint of copy number variation on a genome-wide scale, and the CNVs identified in GK rats are supposed to shed light on the genetic basis and pathogenesis of T2D.

## Results

### Array Data Processing

The comparison between GK and Wistar rats had three biological replicates (“forward”) with a dye swap (“reverse”) for each, resulting in 6 arrays. 

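Blood DNA of 3 male GK rats, labeled GK1, GK2 and GK4, was compared with a pool of DNA from 8 male Wistar rats, all taken at 8 weeks of age. GK rats are a diabetic strain bred from Wistar rats, so that an M value, the log2 ratio of GK over Wistar signal at a probe, is above 0 where GK rats carry more copies of the sequence. Each channel received 2 µg of DNA. In the forward array of a rat GK DNA carried Cy5, and in the reverse array it carried Cy3. The 2 arrays of a rat are technical replicates, so that the rats, n = 3, were the unit in the tests of GK against Wistar. No Wistar rat was hybridized against the pool, and the spread among Wistar rats therefore enters none of the tests. Every array held 243466 spots, of which 237974 were not controls. These carried 235974 different probes placed on the rn4 assembly at a median spacing of 7979 bp, with 1000 of the probes present on 3 spots each. The median GK signal was 6.91, 8.09 and 8.06 times the local background on the forward arrays of GK1, GK2 and GK4, and 7.49, 7.31 and 5.94 times on the reverse arrays. For the Wistar channel these values were 5.58, 5.59 and 5.53 on the forward arrays and 7.56, 7.05 and 6.48 on the reverse arrays. The number of arrays limits the precision of every value. The authors deposited the spot intensities of the Feature Extraction software, in which background had been subtracted and the dyes brought to one scale by a linear factor, and one log2 ratio per probe and rat. The latter ratios are segment levels rather than values of single probes, since only 200, 302 and 172 different levels occurred in GK1, GK2 and GK4. From the intensities, M values were computed with a loess curve fitted within each array on M between -1 and 1, the reverse arrays were multiplied by -1, and the spot-specific dye bias was subtracted. Replicate spots and then the pair of arrays of a rat were averaged, and each chromosome was partitioned by circular binary segmentation at an alpha of 0.01. A CNVR was a run of at least 3 consecutive probes with a segment level over 0.5 or under -0.5, extended by 5 kb at each side. The background correction of the signals, a smoothing of single-probe outliers before segmentation and the least number of probes of a CNVR could change the numbers.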

The array data were processed following the procedures described in Materials and Methods. 

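Feature Extraction marked 167, 301 and 141 spots as outliers on the forward arrays of GK1, GK2 and GK4 and 298, 276 and 777 spots on the reverse arrays. These 1960 spots, 0.137% of the noncontrol spots on average per array, were left out on the array concerned. On the GK4 reverse array 640 of the marks were given for uneven pixels within the spot, against 32 to 198 on the other arrays. Over 99.7% of the spots of every array were well above background in the GK channel. The spread of the log ratios between neighboring probes was 0.16 to 0.25 on the log2 scale over the 6 arrays.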

In the step of quality control, a set of data from a small region on the sixth chip involving 1278 spots (∼0.5%), in addition to 152, 157, 147, 143, 155, and 401 scattered spots of each chip respectively (∼0.08% on average), were filtered out due to poor qualities. To detect the bias of dye labeling, we hierarchically clustered all 6 chips based on the logarithm ratios (M values). It turned out that all “forward” chips were distinctly separated from “reverse” ones, conflicting to the expectation that a dye-swap pair ought to be grouped together (Figure S1A). 

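The M values before the correction of dye bias were clustered by Ward's method on Euclidean distances over the 236197 spots with a value on all 6 arrays. When the dendrogram was divided into 2 groups, one held the 3 forward arrays and the other the 3 reverse arrays. None of the 3 dye-swap pairs stood together when it was divided into 3 groups. Pearson's r across spots, which are not independent replicates, averaged 0.708 within a dye-swap pair, 0.733 between arrays of one orientation and 0.583 between the remaining arrays.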

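In a limma model with a term for GK against Wistar and a term for the dye orientation, 54694 of 237968 tested spots had an unadjusted p under 0.05 for the dye term, a share of 23.0%. The dye term was positive, that is, M was higher on the forward arrays, at 27499 of these spots. Its median size over all spots was 0.06 on the log2 scale. Of the alternatives, the Benjamini-Hochberg adjustment moved the share most, to 0% of the spots, while a model with the rat as a block gave 38.2%. Without GK1 the share was 9.91%.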

Using a linear model, we found that about 23.7% of the spots showed significant dye bias (*p*<0.05). After the correction of dye bias, the new clustering result agreed with the expectation (Figure S1B). 

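After the dye term had been subtracted at every spot, all 3 dye-swap pairs stood together in the same clustering. With a division into 2 groups, the group of GK1 held 4 arrays, 2 forward and 2 reverse. The mean r within a pair was 0.893, that between arrays of one orientation was 0.701 and that between the remaining arrays was 0.754. The subtraction sets the mean difference between the orientations to 0 by construction, so that a separation of all forward from all reverse arrays could not appear again.

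**Figure D1:**
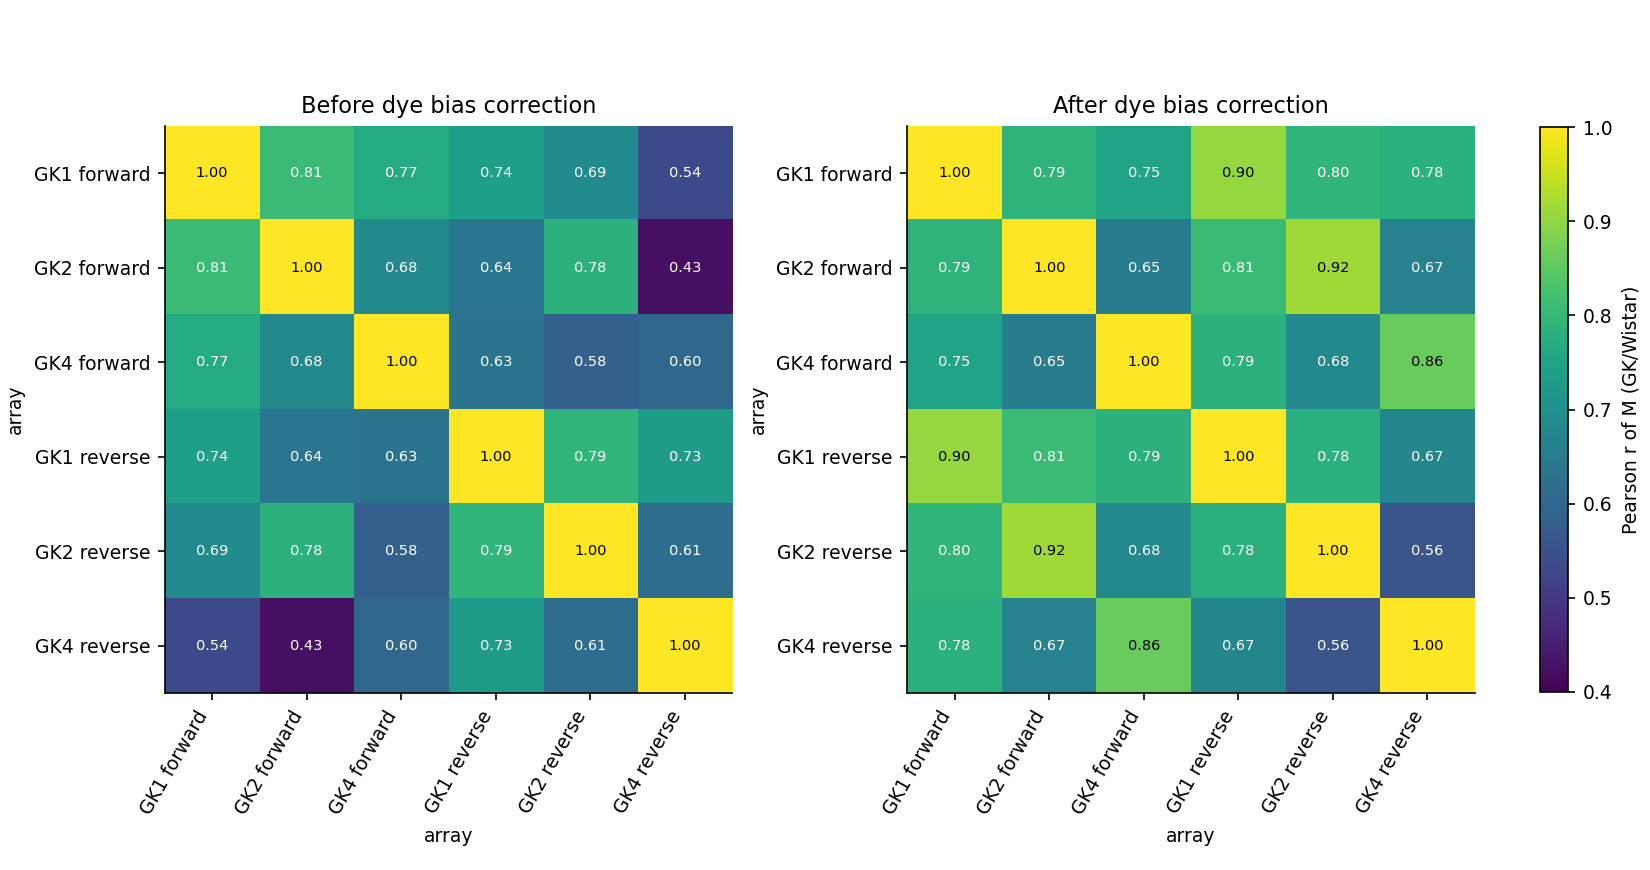
Pearson's r across spots between the M values of the 6 arrays before and after the correction of dye bias, in the order of the 3 forward and the 3 reverse arrays. Before the correction, GK2 forward and GK4 reverse had the lowest r of 0.43, and after it the highest values off the diagonal, 0.86 to 0.92, lie between the arrays of one rat.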

Three dye-swap pairs resulted in three sets of M values, each of which corresponded to one GK replicate. The chromosomes were then partitioned according to the smoothed M values of the probes tiled on them, a process formally termed as segmentation. The raw intensities and processed data have been deposited in NCBI's Gene Expression Omnibus [27] and are accessible through GEO Series accession number GSE21387.

### CNVR Identification

According to our definition of CNV regions (CNVRs, see Materials and Methods), we identified about 101 CNVRs in each GK rat on average, covering approximately 26 M base pairs, *i.e.*, about 1% of the rat genome (Table S1 and S2), whose order of magnitude was the same as the overall length of published rat CNVRs (22 Mb and 15.5 Mb on two different platforms) [21]. 

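Segmentation of the M values gave 564, 418 and 424 segments in GK1, GK2 and GK4. From these, 62, 53 and 53 CNVRs were called, a mean of 56 per rat (SD 5.20, n = 3). GK1 had 31 gains and 31 losses, GK2 23 and 30, and GK4 25 and 28. The CNVRs covered 20.4, 16.8 and 21.3 Mb, on average 19.5 ± 2.40 Mb (SD, n = 3). The alternative that moved the number most, a minimum of 2 consecutive probes, gave 205 CNVRs per rat. With single-probe outliers smoothed before segmentation, 83, 77 and 71 CNVRs were called, and with the segment levels that the authors deposited 104, 103 and 96.

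**Figure D2:**
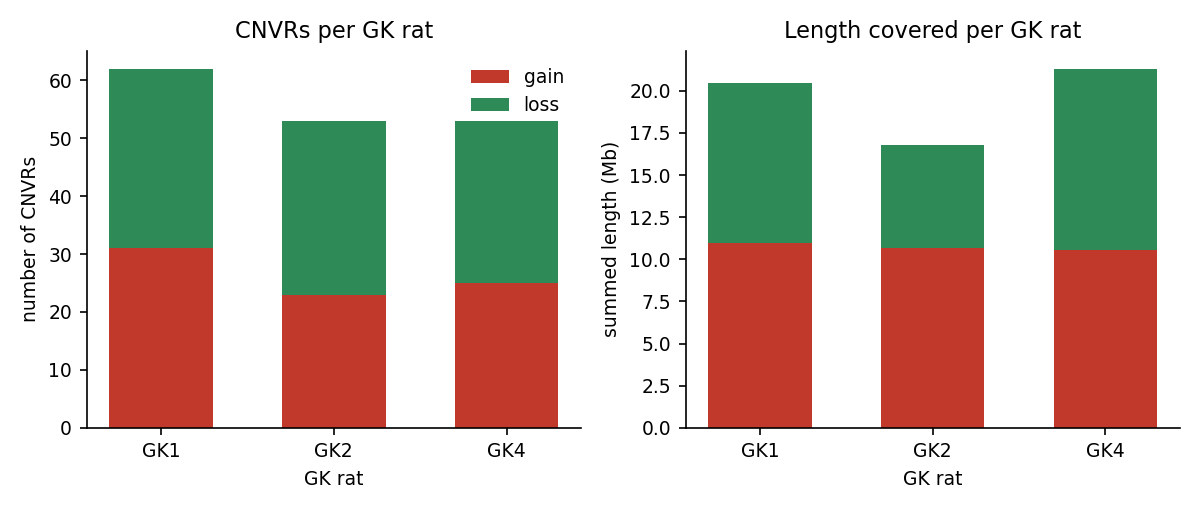
Number of CNVRs (left) and summed length of CNVRs in Mb (right) in each GK rat, with gains in red and losses in green stacked on each other. Gains covered between 10.6 and 11.0 Mb in the 3 rats, while losses covered 9.46, 6.12 and 10.7 Mb in GK1, GK2 and GK4.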

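GK1 and GK2 had 15.3 Mb of CNVRs of the same direction in common, which was 91.1% of the shorter total of these rats. For GK1 and GK4 the common length was 18.1 Mb or 88.4%, and for GK2 and GK4 14.5 Mb or 86.2%. The mean of the 3 percentages was 88.5 ± 2.42 (SD). Normexp background correction moved this mean most, to 82.3%, among the alternatives chosen before the data were examined.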

The comparison of the CNVRs identified from the 3 samples turned out that the majority of them (greater than 70%) were consistent among individuals (Table S2 and S3). 

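The union of the CNVRs of the 3 rats held 75 regions, 36 gains and 39 losses, with a median length of 83.0 kb and 24.7 Mb in all. Of these, 40 regions were called in 3 rats, 13 in 2 rats and 22 in 1 rat. A minimum of 2 consecutive probes moved the number most, to 273, and regions called in all 3 rats covered 16.0 Mb. Regions called in all 3 rats were ranked by the mean M of the called probes, without those in the 5 kb added at each side. The highest gain by this mean lay on chromosome 13 from 4788456 to 4810317, with an M of 4.74 ± 0.13 (SD, n = 3 rats) over 3 probes. The Wistar signal of 1 of these probes was not well above background, so that its ratio is only a bound of at least 50.7-fold more signal in GK. It was followed by a gain on the unplaced part of chromosome 15 from 1433266 to 1482441 (4.62), one on chromosome 5 from 133978630 to 134597966 (3.64), and a pair of gains on chromosome 1 from 73497673 to 73611466 (3.32) and from 161673475 to 161690297 (3.20). The chromosome 5 gain held 53 probes, of which 2 had Wistar signal near background. Over all probes within the same limits, the chromosome 13 gain had a mean M of 3.66 (4 probes). The chromosome 1 gain from 161673475 to 161690297 had 1.89 (5 probes). By that mean the chromosome 15 gain ranked first, and this chromosome 1 gain was no longer among the 5 highest. The deepest loss lay on chromosome 3 from 71619945 to 71635967 with an M of -6.09 ± 0.49 (SD, n = 3) over 3 probes. The next were losses on chromosome 1 from 73840255 to 73890258 (-5.36), on chromosome 10 from 60360337 to 60395863 (-5.36), on chromosome 2 from 58940286 to 58967650 (-5.26) and on chromosome 10 from 44261073 to 44294184 (-5.16). At the chromosome 2 loss, 1 of 3 probes had GK signal near background, and its ratio is a bound of at least 47.0-fold less signal in GK. Only probes not well above background on any array were counted as near it, so that other probes may be near it on some arrays.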

We then merged the CNVRs from all the 3 samples to a final non-redundant set, comprising 137 CNVRs, covering 36.31 Mb (Table S4 and the “Non-redundant” column of Table S2). Follow-up investigations were based on this non-redundant data set.

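The mean M of the probes within each of the 137 regions of Table S4 was tested against 0 in the 3 rats with limma. Since the regions were chosen on these rats, this is not independent evidence. At an adjusted p under 0.05, 136 regions were called, 73 gains and 63 losses, and the mean M of all 137 had the direction given in Table S4. The size of the mean M ran from 0.18 to 6.09 with a median of 1.07, and in 117 regions it was past the cutoff, against 66 with normexp background correction. The latter adds an offset of 50 to both channels, which draws M towards 0. The region not called, cnv.loss.8 on chromosome 1 from 170594873 to 170622844, had an M of -0.29 in GK1, -0.92 in GK2 and -3.21 in GK4 over 3 probes (limma adjusted p = 0.0758), and is named after its values were seen. The authors' segment levels, tested in the same way, moved the number of called regions most, to 91.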

We plotted the GK/Wistar CNVRs along each chromosome (Figure 1), and found that they were non-uniformly distributed with the extreme cases that chromosome 12 and 18 contained none, while chromosome 7 and 15 contained more CNVRs than random (4.5 Mb and 2.7 Mb identified *vs.* only 1.8 Mb and 1.4 Mb expected, respectively). 

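The non-redundant CNVRs of the segmentation were placed at random 10000 times over the span of all chromosomes that the probes cover. Chromosome 7 held 6 CNVRs with 4.38 Mb against 1.26 ± 1.28 Mb (mean and SD of the placements) expected (2-sided permutation p = 0.0574, adjusted p = 0.932), and chromosome 15 held 3.08 Mb against 0.97 ± 1.12 Mb (permutation p = 0.135, adjusted p = 0.932). Over the alternatives, the adjusted p of chromosome 7 lay between 0.350 and 0.955. Chromosomes 12 and 18 held no CNVR, against 0.41 and 0.76 Mb expected by placement (permutation p = 0.564 and 0.188). No chromosome had an adjusted p under 0.05, and none had an unadjusted permutation p under 0.05. Over the alternatives, the unadjusted permutation p of chromosome 7 lay between 0.0292, for regions called in all 3 rats, and 0.221, and it was under 0.05 in 10 of 28. The unplaced sequence, chromosome Un, moved most. It held 1.99 Mb against 0.68 Mb expected (permutation p = 0.251), but 10.8 Mb with the segment levels of the authors (adjusted permutation p = 0.0046). Its adjusted p lay between 0.0046 and 0.990 over the alternatives. The value of 0.0046 is the smallest that 1 chromosome alone can reach with 10000 placements.

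**Figure D3:**
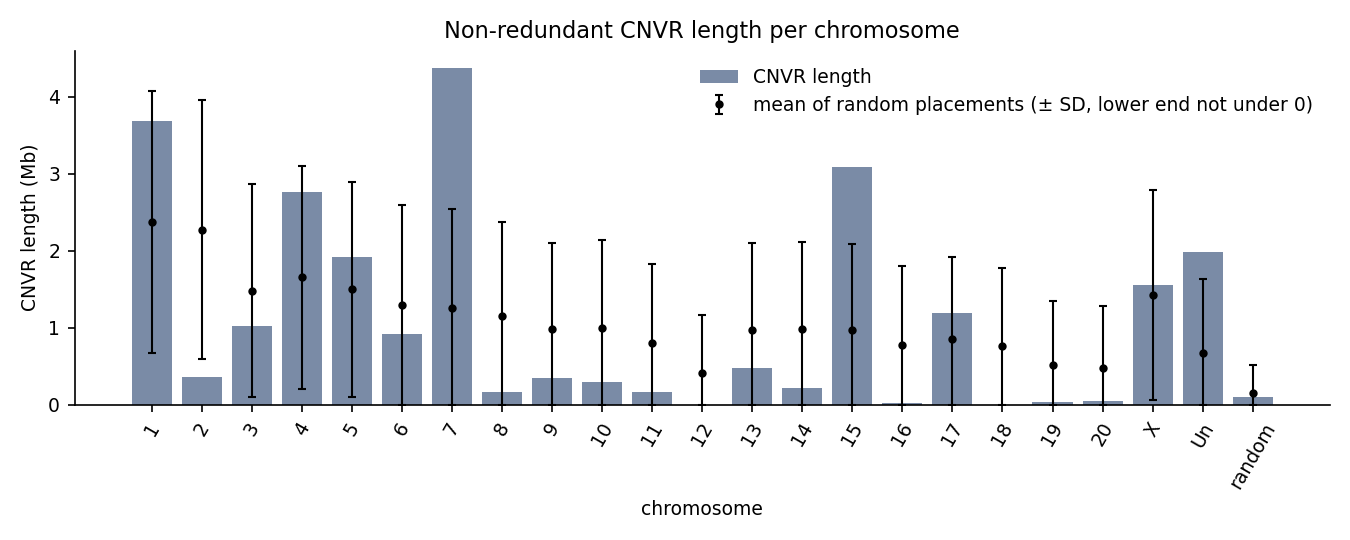
Summed length of the non-redundant CNVRs in Mb on each rat chromosome (bars) and the mean length of 10000 random placements (points) with its SD (lines, ended at 0 below). The bars of chromosomes 7 and 15 stand above the lines, and those of chromosomes 12 and 18 are at 0. The length on the unplaced sequence Un, 1.99 Mb, was also above its expectation of 0.68 ± 0.96 Mb by more than the SD.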

The non-uniform pattern of CNVRs' distribution was similar to some extent with the previous report of rat CNVRs [21].

**Figure 1:**
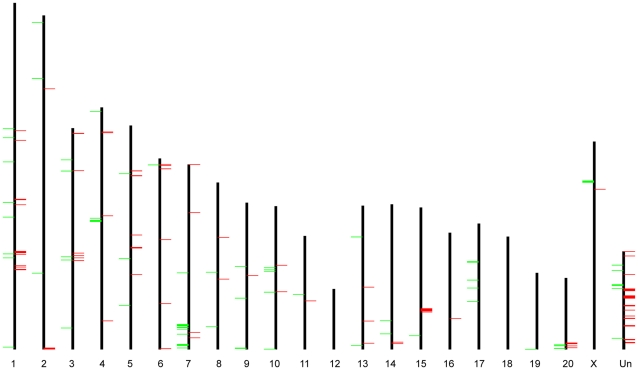
Chromosomal distribution of GK/Wistar CNVRs. Green bars on the left and red bars on the right of chromosomal axes represent CNV “loss” and “gain”, respectively. Chromosome “Un” represents the pseudo-chromosome consisting of contigs that can not be confidently mapped to a specific chromosome.

### Investigation into CNVR

In order to mine the genetic variations underpinning the phenotypic difference between GK and Wistar rats (*i.e.*, diabetic and non-diabetic), we investigated the CNVRs through examining their overlapping with various genomic features such as protein-coding genes and microRNAs. Genomic features covered by the GK/Wistar CNVRs served as a valuable repository for exploring genetic factors that play roles in pathogenesis of T2D through altered copy numbers and thus abnormal expression levels. For a CNV gene already reported to be T2D-related, our work could help elucidate its underlying mechanisms, *i.e.*, the gene dosage effect via copy number variation. More importantly, CNV genes that were not known to be related to T2D might contain novel candidates, and it was supposed to be promising to sort out them from unrelated ones by combining prior biological knowledge using bioinformatics methods.

### Gene and Intergenic Content of CNVRs

Gene and intergenic regions in the GK/Wistar CNVRs were determined according to the chromosomal locations of rat genes obtained from NCBI Entrez Gene. 

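The annotation of the array names a gene for 84445 of its probes, a share of 35.8%, and served as the measure of gene content. Accessions such as AY325175 count as names. A share of probes is not a share of length, since by the paper's methods the probes lie closer together in genes. Within the 75 non-redundant CNVRs of the segmentation lay 1066 probes, of which 412 name a gene, that is 38.6%.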

Taken together, regions of 3.22 Mb were annotated by Entrez Gene, accounting for only 8.87% of all CNVRs, much less than the proportion of gene regions in the whole genome (21.35%, Table 1). It seemed that copy number variation would preferentially reside in intergenic regions. 

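For each CNVR, a run of as many consecutive probes was placed at random on the array's probe order, and the share of the placed probes whose annotation names a gene was taken over 10000 sets of placements. These shares averaged 36.0% with an SD of 5.68, and the 1-sided permutation p for a share as low as that of the CNVRs was 0.691. The alternative that moved the share most among those chosen before the data were examined, a minimum of 2 consecutive probes, gave 33.7% against 35.8% expected (permutation p = 0.317), while regions called in all 3 rats gave 42.6% (permutation p = 0.822). Counting probes with a RefSeq mRNA only, which was chosen after the data were seen, gave 22.5% against 29.4% expected (1-sided permutation p = 0.0914), below the expectation and not past 0.05.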

We further carried out a random simulation to test the statistical significance (see Materials and Methods), and found that the overlapping magnitude between randomized intervals and genes was significantly larger than that between real CNVRs and genes (7.84 Mb expected in random with a standard deviation of 1.13 Mb *vs.* 3.22 Mb in fact, *p*<1e-10), which supported our inference about the preference of CNVRs to intergenic regions. This could be partly explained by the purifying selection, which probably acted on the GK/Wistar CNVs during the process of selective breeding. Variations in most gene regions might be more likely to have deleterious effects than those in intergenic regions, and the stronger negative selection pressure on gene regions might thus result in the lower observed frequency of CNVs in the gene regions than in the intergenic regions.

**Table 1:** Gene and intergenic constitution in CNVRs and whole genome.

	Status	All	Gene Region	Intergenic Region
CNVR (Mb)	Gain	22.75 (100%)	1.91 (8.40%)	20.84 (91.60%)
	Loss	13.56 (100%)	1.31 (9.66%)	12.25 (90.34%)
	Total	36.31 (100%)	3.22 (8.87%)	33.09 (91.13%)
Genome (Gb)		2.83 (100%)	0.60 (21.35%)	2.23 (78.65%)

### Functional Analysis of CNV Genes

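Of the gene entries listed with their positions in Table S4, 95 overlapped a CNVR of the segmentation of the same direction, 44 in gains and 51 in losses. Entries of olfactory receptor genes (Olr) made up 37 of the 95. A gene with more than 1 entry counts each time. With the segment levels of the authors 64 entries lay in gains and 73 in losses. Among the genes that the paper goes on to name, Nos2, Sult2a1 and Sult2a2 lay in gains called in all 3 rats, Sult2al1 in a gain called in 1 rat, and Cyp4a3 and Ugt2b in losses called in all 3 rats. RT1-N1, RT1-N3, RT1-O and RT1-S2 lay in a loss called in 2 rats, Zfat in a gain called in 2 rats and Pstpip1 in a loss called in 1 rat. RT1-A1, RT1-A3, RT1-Db1, Uxs1 and Il18r1 lay in no called CNVR. Of the regions with the largest M, the loss on chromosome 2 carried probes annotated with M74152, the loss on chromosome 1 probes annotated with AB113213 and the long gain on chromosome 5 probes annotated with AY325175, and the other 7 carried no annotated gene.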

A total of 62 and 72 Entrez genes were identified in “gain” and “loss” CNVRs respectively (Table S4 and S5). We checked whether these genes contained any of those previously reported to be related to T2D. A list of 425 known T2D-related genes from published sources was collected (see Materials and Methods) and compared with these 134 GK/Wistar CNV genes, but none in common was found. This result indicated that the potential CNV factors behind the diabetic pathogenesis of GK rats might be other genes whose relationships with T2D had not been observed. They could be genes that had been annotated in NCBI Entrez Gene or even loci that had never been identified before. In this work, we focused on mining candidates from known genes (i.e., 134 CNV genes) according to the aforementioned strategy of adopting prior knowledge.

We first utilized the knowledgebase of KEGG pathways so as to identify potential novel candidates that are supposed to be related to the characteristics of diabetes. After mapping the 134 CNV genes to KEGG, we found 41 pathways were associated with those genes (Table S6). The CNV genes falling in the T2D-related pathways were then selected for further analysis (Table 2). Since T1D shares some characteristics with T2D, and the involvement of sulfur metabolism in diabetes has been reported previously [28], [29], the CNV genes (*RT1-A1*, *RT1-A3*, *RT1-Db1*, *RT1-N1*, *RT1-N3*, *RT1-O*, *RT1-S2*, *Sult2al1*, *Sult2a1*, and *Sult2a2*) in pathways of “type I diabetes mellitus (04940)” and “sulfur metabolism (00920)” were prioritized. 

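RT1-A1 (Entrez Gene 24973) lies on chromosome 20 of rn4 from 5056763 to 5060279 and holds no probe of the array, so that no M of its own could be given. RT1-A3 (309627) overlaps it, from 4998645 to 5060258, and holds 11 probes, whose M averaged 0.03 ± 0.07 (SD, n = 3 rats). The 4 of these within the gain region cnv.gain.54 had a mean M of 0.36 ± 0.06, and the 7 outside it -0.16 ± 0.08. RT1-Db1 (294270), from 4671513 to 4681009 on the minus strand, holds 2 probes, whose M averaged 1.97 ± 0.26 (SD, n = 3). RT1-N1 (24748) from 2785625 to 2788800, RT1-S2 (24994) from 2794349 to 2795769 and RT1-O (24751) from 2799232 to 2801635 hold no probe, and the only probe of RT1-N3 (24750), from 2806841 to 2810077, lies outside the region cnv.loss.51 and had an M of -0.26 ± 0.05 (SD, n = 3), short of the cutoff. The region's 11 probes lie around these 4 genes and not within them. On chromosome 1, Sult2al1 (24902) from 74553799 to 74605247 holds 3 probes with a mean M of 0.63 ± 0.05 (SD, n = 3), and Sult2a1 (24912) from 75632632 to 75708022 holds 2 probes with 1.49 ± 0.18. Sult2a2 (361510) is annotated from 74302667 to 75185369 with 54 probes, of which the 31 within the gain region cnv.gain.5 had a mean M of 1.12 ± 0.07 (SD, n = 3) and the other 23 a mean of 0.07 ± 0.04.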

Sugar or fatty acid metabolisms and PPAR signaling pathways are well known to be T2D-relevant [2], and thus the CNV genes (*Uxs1*, *Ugt2b*, and *Cyp4a3*) in pathways of “starch and sucrose metabolism (00500)”, “pentose and glucuronate interconversions (00040)”, “fatty acid metabolism (00071)”, and “PPAR signaling (03320)” were preferentially selected as well. 

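Uxs1 (246232) is placed on the unplaced sequence, chromosome Un, from 25865499 to 25942776, and 12 of its 28 probes lie within the gain region cnv.gain.60, with a mean M of 0.96 ± 0.07 (SD, n = 3 rats), against 0.06 ± 0.04 for the other 16. Ugt2b (24862) lies on chromosome 14 from 22154370 to 22178222. Its 3 probes had a mean M of -3.39 ± 0.19 (SD, n = 3), and each had GK signal well above background on at least 1 array. Cyp4a3 (298423) on chromosome 5 from 135876140 to 135893753 holds a single probe, with a mean M of -1.03 ± 0.05 (SD, n = 3).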

We also found that *Ugt2b*, *Cyp4a3*, and sulfur metabolism-related CNV genes (*Sult2a1*, *Sult2a2*, and *Sult2al1*) overlapped the T2D QTLs of Niddm37, Niddm25 and Niddm44, respectively, strengthening the hypothesis that these genes may confer susceptibility to T2D.

**Table 2:** Selected GK/Wistar CNV genes involved in diabetes-related pathways.

KEGG pathway (ID)	Status	CNV Gene
Type I diabetes mellitus (04940)	Gain	*RT1-A1*, *RT1-A3*, *RT1-Db1*
	Loss	*RT1-N1*, *RT1-N3*, *RT1-O*, *RT1-S2*
Sulfur metabolism (00920)	Gain	*Sult2al1*, *Sult2a1*, *Sult2a2*
Starch and sucrose metabolism (00500)	Gain	*Uxs1*
	Loss	*Ugt2b*
Pentose and glucuronate interconversions (00040)	Loss	*Ugt2b*
Fatty acid metabolism (00071)	Loss	*Cyp4a3*
PPAR signaling pathway (03320)	Loss	*Cyp4a3*

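The array annotation names 3 olfactory receptor genes within the non-redundant CNVRs of the segmentation, Olr729 and Olr731 in a gain on chromosome 3 from 74423265 to 74512358 and Olr886 in a loss on chromosome 7 from 2800552 to 4089844, all marked as predicted. They are named after their values were seen. The random runs of probes held 1.32 ± 1.93 such genes (mean and SD), and the 1-sided permutation p for a number as high was 0.185. Fisher's exact test on single genes, with 54 other genes inside the CNVRs and 286 olfactory receptor and 9441 other genes outside, gave an odds ratio of 1.83 (p = 0.237). Over the alternatives, 2 to 5 genes were counted with p between 0.0754 and 0.263. Within the same CNVRs, Table S4 lists many more olfactory receptor genes than the array annotation names, so that these tests cover a small part of them. Immune response and cell adhesion genes were not counted here.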

We noticed that the GK/Wistar CNV genes were significantly overrepresented in the pathways of olfactory transduction (04740), immune response (05332, 05330, 05320, and 04612), and cell adhesion molecule (04514) (Table S6). They were reminiscent of the functional enrichment results previously reported in CNV genes of human, mouse and rat, indicating that the bias towards these functional categories might be a common overall characteristic of CNV genes [19], [21], [30].

Since there are complex relationships between diseases, constituting a “diseasome” [31], diseases directly related to T2D (“near-T2D”) could help understand the relatedness of GK/Wistar CNV genes to T2D. A total of 1097 “near-T2D” genes were retrieved following the procedure described in Materials and Methods. Due to the complexity and heterogeneity of diabetes, we speculated that a part of these genes might also contribute to some extent to T2D. 

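Pstpip1 (Entrez Gene 300732) lies on chromosome 8 of rn4 from 59693306 to 59732476, and the 3 of its 4 probes within the loss region cnv.loss.32 had a mean M of -1.46 ± 0.14 (SD, n = 3 rats), and the probe outside it had -0.06. Il18r1 (301365) lies on chromosome 9 from 39627915 to 39661579. Its 5 probes had an M of -0.37 in GK1, -0.32 in GK2 and -0.63 in GK4, a mean of -0.44 ± 0.16 (SD, n = 3). Nos2 (24599) lies on chromosome 10 from 65036884 to 65072453, and the 3 of its 8 probes within the gain region cnv.gain.42 had a mean M of 1.05 ± 0.05 (SD, n = 3), while the other 5 averaged close to 0.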

In fact, five “near-T2D” genes including *Pstpip1*, *Il18r1*, *Sult2a1*, *Nos2*, and *RT1-Db1*, occurred in the GK/Wistar CNV gene list (Table S7). We checked the relationship between them and rat QTLs as well, and found that they overlapped QTLs of “blood pressure”, “serum triglyceride”, “serum cholesterol”, or “body weight”. Specifically, *Pstpip1*, *Il18r1*, *Sult2a1* overlapped the QTLs of “Non-insulin dependent diabetes mellitus (Niddm)”.

There are several web tools for prioritizing human disease candidate genes from given genomic intervals [32]. The comparison between our 134 rat CNV genes and the 103 human T2D genes prioritized by Tiffin *et al.* [33] found one common gene, *Uxs1*, which was also sorted out by our T2D-relevant pathway mapping.

Taken together, the above analysis highlighted 16 GK/Wistar CNV genes, providing a valuable collection of most likely disease candidates to be prioritized for further experiments (Table S8). These genes are unequally distributed on several different chromosomes and different CNV regions. Among them, all the 7 *RT1* genes are clustered in two regions of chromosome 20, *i.e.*, *RT1-A1*, *RT1-A3*, and *RT1-Db1* in one cluster (the gap between cnv.gain.54 and cnv.gain.53 is only ∼345 Kb according to Table S4) while *RT1-N1*, *RT1-N3*, *RT1-O*, and *RT1-S2* in the other one. However, the 3 genes in the first cluster are only supported by one sample, which reduced our confidence that these genes are likely to contribute to susceptibility to T2D. 

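The 14 probes of cnv.gain.54, from 5026826 to 5094633, had a mean M of 0.22 in GK1, 0.35 in GK2 and 0.12 in GK4. Each was under the cutoff, and their mean of 0.23 ± 0.11 (SD, n = 3) was above 0 with a limma adjusted p of 0.0162. Its consecutive probes at 5041436, 5044996, 5061634 and 5064685, on both sides of RT1-A1, had an M of 0.51 to 0.79 over the rats. They are named after their values were seen, and all other probes of the region were under 0.5 in every rat. The 4 probes of cnv.gain.53, from 4662574 to 4682128, had an M of 1.48, 1.22 and 1.21 in GK1, GK2 and GK4, a mean of 1.30 ± 0.15 (SD, n = 3; limma adjusted p = 7.48e-05), and in no rat did the segmentation call a CNVR there. With normexp background correction, no rat passed the cutoff in cnv.gain.53. The 11 probes of cnv.loss.51, from 2764992 to 2807050, had an M of -1.50, -1.40 and -1.54 (limma adjusted p = 1.81e-05), with CNVRs called in GK2 and GK4.

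**Figure D4:**
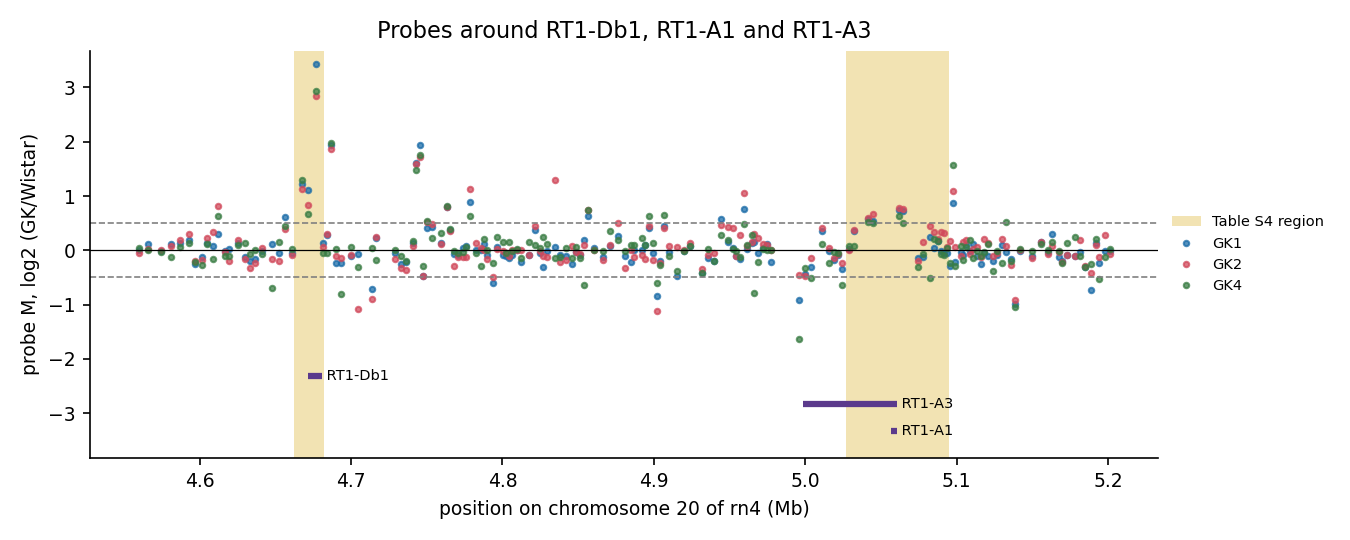
M of single probes of the 3 GK rats along chromosome 20 of rn4 around RT1-Db1, RT1-A1 and RT1-A3, with the regions of Table S4 shaded, the cutoffs of 0.5 and -0.5 dashed and the genes as bars. The probes of RT1-Db1 stand above the cutoff in all 3 rats, while most of those in the region of RT1-A1 and RT1-A3 lie around it or below.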

The three *Sult2a* genes are clustered in a gain region on chromosome 1, and are supported by all three samples. 

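The region cnv.gain.5 on chromosome 1 from 74492172 to 76050204 holds 54 probes. Its mean M was 1.16 in GK1, 1.19 in GK2 and 1.05 in GK4 (limma adjusted p = 3.37e-05), and the rats were not shown to differ in a test of the rat term (adjusted p = 0.229 from limma). CNVRs were called over it in all 3 rats, but only 1 of them reached Sult2al1 itself. With single-probe outliers smoothed, or with a cutoff of 0.7, GK1 and GK2 alone had a CNVR over the region.

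**Figure D5:**
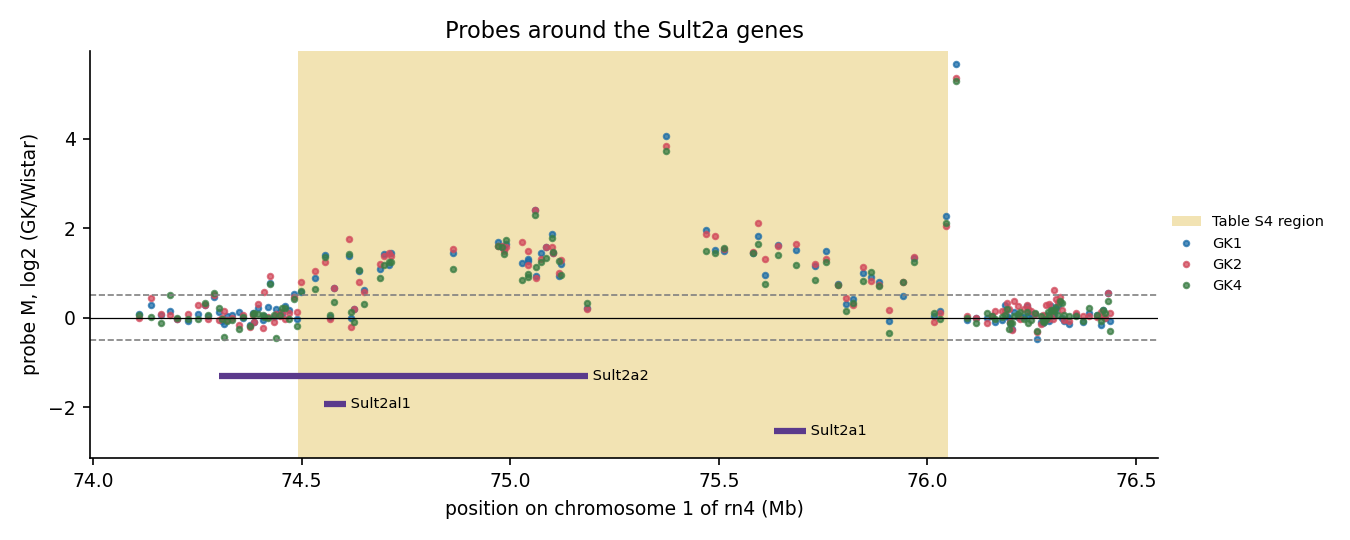
M of single probes of the 3 GK rats along chromosome 1 of rn4 around Sult2al1, Sult2a1 and Sult2a2, with the region of Table S4 shaded, the cutoffs of 0.5 and -0.5 dashed and the genes as bars. Many probes within the region lie between 1 and 2, and most probes at both sides of it around 0, apart from 1 probe just past its right end that has the largest M shown.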

The other six genes are distributed on six different chromosomes respectively, with *Uxs1*, *Cyp4a3*, and *Nos2* identified in all three samples. These data will offer additional clues for the follow-up prioritization of these 16 genes.

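All 3 rats had a mean M past the cutoff over the regions of Uxs1 (cnv.gain.60, 0.95, 1.08 and 0.85 in GK1, GK2 and GK4), Ugt2b (cnv.loss.62, -4.08, -4.11 and -3.85), Cyp4a3 (cnv.loss.22, -1.03, -0.97 and -1.02), Pstpip1 (-1.57, -1.30 and -1.51) and Nos2 (1.37, 1.37 and 1.35). The limma adjusted p of these regions lay between 7.48e-06 and 0.000112. Over the region of Il18r1, GK4 alone was past the cutoff with -0.52, against -0.31 in GK1 and -0.26 in GK2 (limma adjusted p = 0.00524). The rats were not shown to differ there (limma adjusted p = 0.131 for the rat term). CNVRs were called in all 3 rats for Ugt2b, Cyp4a3 and Nos2, in GK1 only for Pstpip1, and in none for Uxs1 and Il18r1. With single-probe outliers smoothed, or without background subtraction, Uxs1 lay in CNVRs of all 3 rats. With normexp background correction, 0 rats passed the cutoff in mean M over the region of Uxs1 and 2 over that of Cyp4a3. The calls for Ugt2b fell to 0 rats with merged segment levels or a minimum of 5 probes, and those for Cyp4a3 to 1 rat with the forward or the reverse arrays alone.

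**Figure D6:**
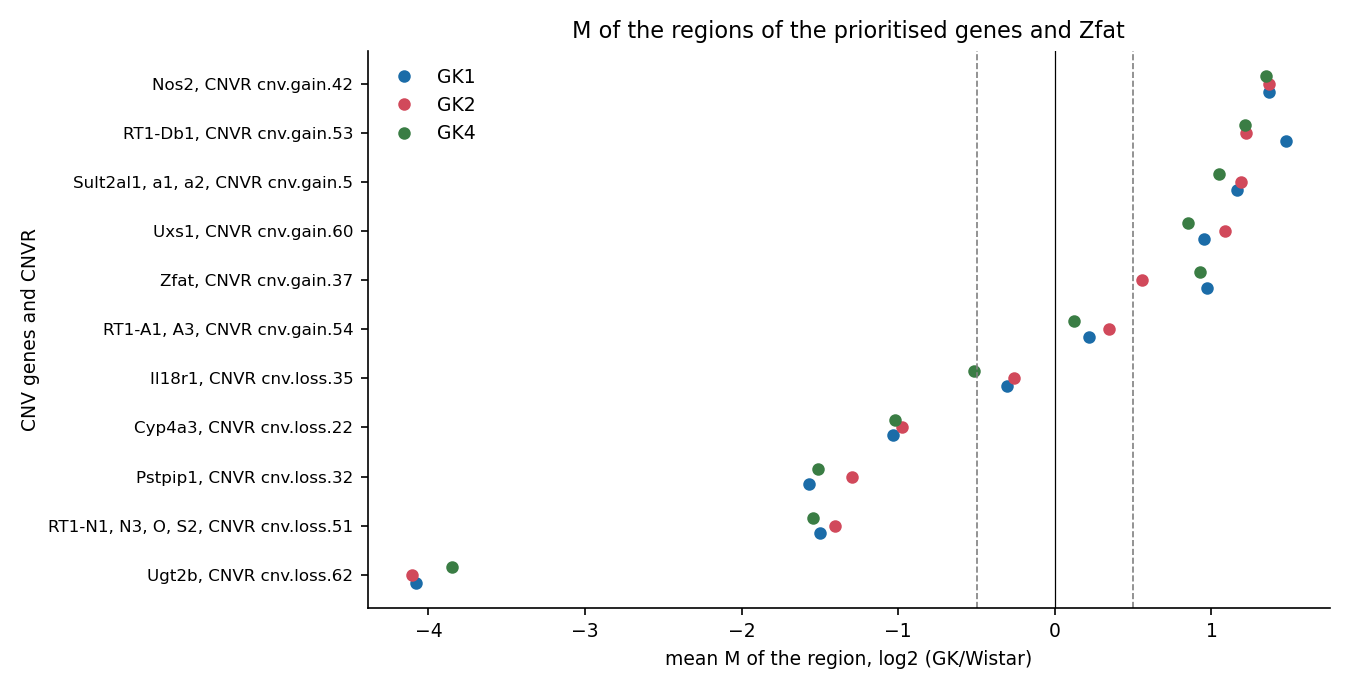
Mean M of the probes in the region of each prioritized gene and of Zfat, as log2 of GK over Wistar, with 1 point per GK rat and the cutoffs of 0.5 and -0.5 dashed. The regions of Ugt2b lie near -4 in all rats, and only those of RT1-A1, RT1-A3 and Il18r1 have rats between the cutoffs.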

### Ultraconserved Elements and MicroRNAs

According to the aforementioned analysis, more than 90% of the CNVRs were intergenic regions. Although the intergenic regions, as well as non-coding gene regions such as introns and UTRs, may not involve as many functional features as coding regions, recent studies demonstrated that some of non-coding regions can play important regulatory roles. We therefore extended our focus beyond coding regions to include ultraconserved elements and microRNAs.

Ultraconserved elements are defined as stretches of DNA (longer than 200 bp) which are extremely conserved in orthologous regions of the human, rat and mouse genomes. It has been speculated that they are under strong purifying selection, and may play important roles in DNA binding, RNA processing and transcriptional regulation [34]. We compared the GK/Wistar CNVRs and 481 published ultraconserved elements (126.7 Kb in total mapped to rat genome assembly rn4), but no overlap was found, while ∼1.5 Kb would be expected by chance (*p* = 0.027), consistent with the conclusions reported in other studies [21], [35]. These results in combination with the above gene and intergenic content of CNVRs, supported the opinion that, as a global trend, most GK/Wistar CNVs were found in non-functional rather than functional regions, probably due to the purifying selection during the selective breeding.

Considering the significant contributions of microRNAs to development processes and the pathogenesis of diseases at the post-transcriptional level [36]–[37], we examined if there were any microRNA genes in our GK/Wistar CNVRs. 

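Both microRNA genes of the mir-30 family, mir-30b and mir-30d, lie within the region cnv.gain.37, on chromosome 7 of rn4 from 105580651 to 105841122, which holds 31 probes. Its mean M was 0.97 in GK1, 0.56 in GK2 and 0.93 in GK4, a mean of 0.82 ± 0.23 (SD, n = 3; limma adjusted p = 0.00117). The difference between the rats was not past the threshold after correction over all regions (limma adjusted p = 0.0836 for the rat term). CNVRs were called over it in GK1 and GK4, and in all 3 rats with the authors' segment levels or with single-probe outliers smoothed. The alternative that moved the mean M most, normexp background correction, gave 0.52.

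**Figure D7:**
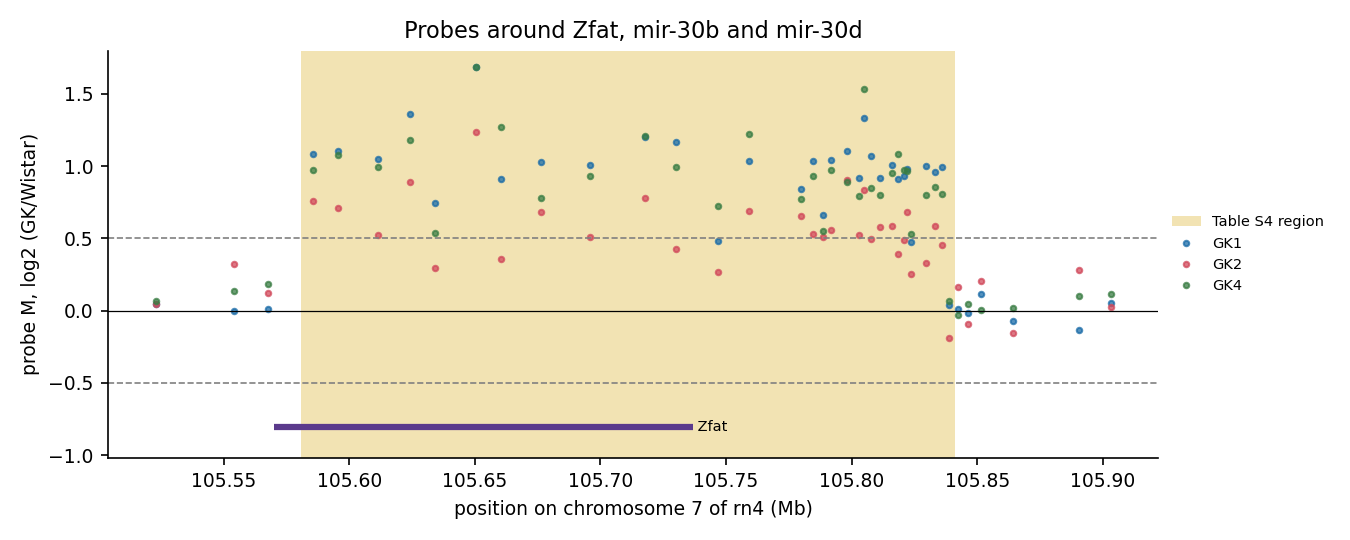
M of single probes of the 3 GK rats along chromosome 7 of rn4 around Zfat, mir-30b and mir-30d, with the region of Table S4 shaded, the cutoffs of 0.5 and -0.5 dashed and Zfat as a bar. Within the region most points of GK1 and GK4 lie around 1 and those of GK2 around 0.5, and outside it all rats lie around 0.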

By comparing the genomic positions of known rat microRNA genes with those of GK/Wistar CNVRs, we found that *rno-mir-30b* and *rno-mir-30d* were simultaneously covered by a “gain” region on chromosome 7 in all three samples (Table S9) within a region of only 3.8 Kb. Interestingly, several T2D QTLs and various relevant QTLs including body weight, blood pressure, and serum triglyceride level QTLs were also located in this region, implying that copy number variation of these microRNA genes could be correlated to these quantitative traits (Figure 2). A recent publication reported that altered expression of *mir-30d*, as a response to glucose, influences insulin gene expression in mouse Min6, a pancreatic island cell line [38]. Although further investigations are still needed, we obtained additional evidence supporting the involvement of *mir-30b/30d* in T2D pathogenesis by means of copy number variation.

**Figure 2:**
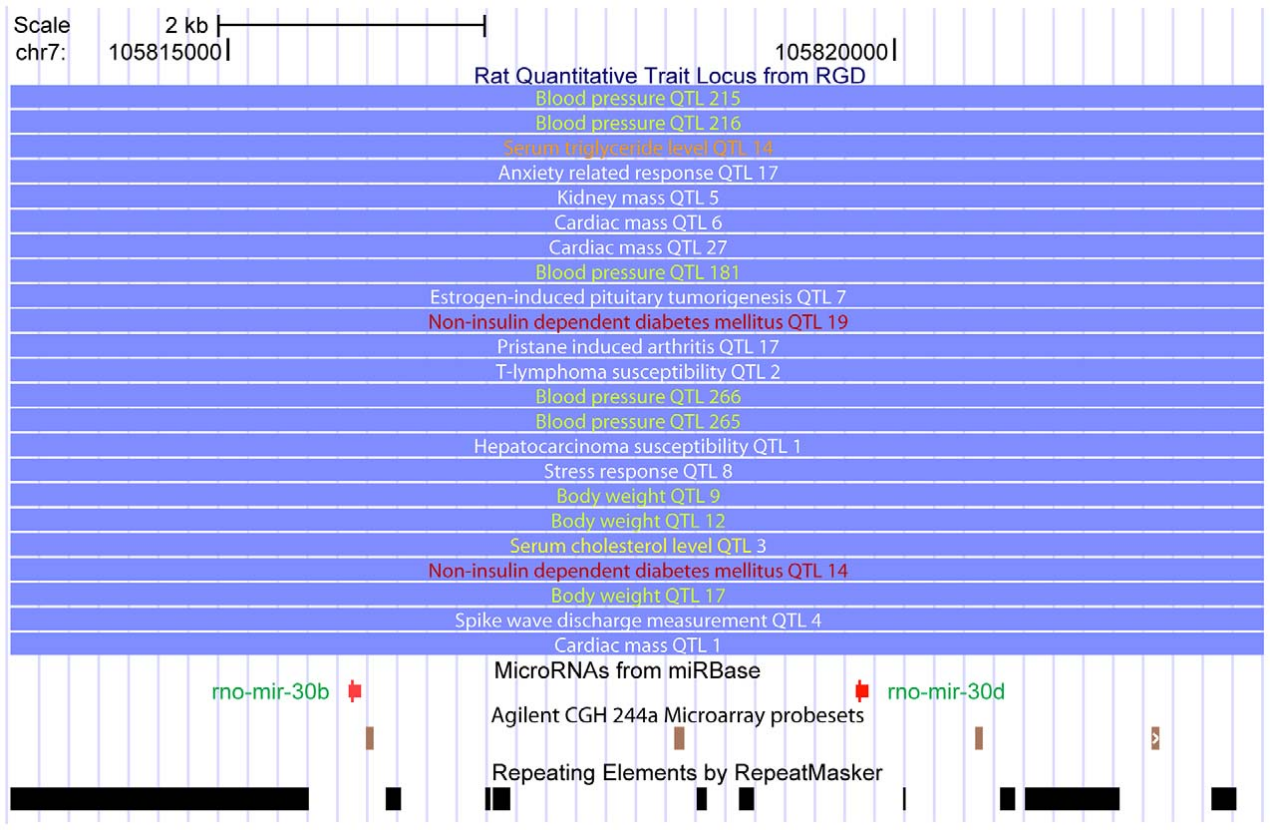
The microRNA *rno-mir-30b* and *rno-mir-30d* located in T2D QTLs. The QTLs of Niddm (Non-insulin dependent diabetes mellitus) 14 and 19 cover these 2 microRNAs. In addition, there are many other QTLs like “serum triglyceride 14”, “serum cholesterol 3”, “blood pressure 181/215/216/265/266”, “body weight 9/12/17” in this region, and these traits are known to be related to diabetes. This figure was prepared using UCSC genome browser.

To further elucidate the putative roles of *mir-30b/30d*, we looked at their predicted targets using MicroCosm [39]. Taken together, there were 1868 and 1776 targets for *rno-mir-30b* and *rno-mir-30d*, respectively. Like the analysis performed on CNV genes, we compared these target genes with the 425 T2D-related genes. It turned out that 39 and 35 targets of *mir-30b* and *mir-30d* occurred in this T2D gene list respectively, and were both significantly overrepresented (*p* = 0.000273 and 0.00152, detailed targets listed in Table 3), supporting the hypothesis of *mir-30b* and *mir-30d*'s involvement in T2D. Among them, *Pparg* and *Akt2* (targets of *mir-30b*), *Hnf1b*, *Hnf4a*, and *Lmna* (targets of *mir-30d*), are well-known genes implicated in T2D or insulin resistance. We then mapped these microRNA targets to KEGG pathways, and found that 5(2), 12(6), 10(4), 14(12), 4(5) and 1(3) targets of *mir-30b*(*mir-30d*) belonged to the pathways of “type II diabetes (04930)”, “Type I diabetes (04940)”, “pancreatic cancer (05212)”, “insulin signaling (04910)”, “PPAR signaling (03320)” and “maturity onset diabetes of the young (04950)”, respectively (Table 4). Moreover, several fatty acid or sugar-related metabolism pathways (00010, 00030, 00512, 00051, 00071, and 01030) were enriched with these predicted targets with considerably low *p* values (Table S10 and Table S11). These results provided extra evidence of a role for *mir-30b/30d* in diabetes pathogenesis.

**Table 3:** Targets of *rno-mir-30b* and *rno-mir-30d* in T2D-related genes.

microRNA	Predicted targets
*rno-mir-30b*	*Aire*, *Akt2* *, *Bud13*, *Cblb*, *Cdc123*, *Eif4e*, *Elf1*, *Fgb*, *Gcg*, *Hdac3*, *Irf4*, *Kcnj5*, *Klrg1*, *Mapk8*, *Med14*, *Mgea5*, *Mttp*, *Neurod1*, *Nfkb1*, *Nmu*, *Parl*, *Pbx1*, *Pfkl*, *Pik3r2*, *Pparg* *, *Ppargc1b*, *Prkce*, *Prmt2*, *Rapgef4*, *Rpa2*, *Rrad*, *Serpine1*, *Slc2a10*, *Socs1*, *Srebf1*, *Tlr4*, *Ubl5*, *Ucp2*, *Wdr42a*
*rno-mir-30d*	*Ace*, *Cblb*, *Cdh15*, *Cp*, *Cyb5r4*, *Egfr*, *Foxo1*, *Hdac3*, *Hnf1b* *, *Hnf4a* *, *Inpp5k*, *Irf4*, *Lgr5*, *Lmna* *, *Neurod1*, *Nfkb2*, *Nfkbia*, *Nr1i3*, *Nr4a1*, *Parl*, *Pbx1*, *Pik3r2*, *Ppargc1b*, *Ppp1r3d*, *Prkar2b*, *Ptf1a*, *Rbp4*, *Rrad*, *Sell*, *Sirt1*, *Slc2a10*, *Socs1*, *Sorcs1*, *Srebf1*, *Tlr4*

*Well-known genes implicated in T2D or insulin resistance.

**Table 4:** The targets of *rno-mir-30b* and *rno-mir-30d* involved in diabetes-related pathways.

KEGG pathway	microRNA	Targets
* Glycolysis/Gluconeogenesis	*rno-mir-30b*	*Aldoc*, *Gapdh*, *Ldhb*, *Pgm1*, *Aldh3a1*, *Pfkl*, *Aldh1a3*, *LOC291543*, *Gpi*, *LOC294844*, *Aldh2*, *RGD1561178*, *Adh4*, *Aldh1a7*, *LOC303448*, *RGD1563446*, *LOC366864*, *RGD1566272*, *RGD1564688*, *RGD1565928*, *RGD1562758*, *RGD1559704*, *LOC499896*, *LOC500912*, *RGD1565368*, *LOC680538*, *LOC682005*, *LOC685186*, *LOC688677*, *Gapdh-ps2*
	*rno-mir-30d*	*Fbp2*, *Adh7*, *Adh1*, *Ldhb*, *Pgk1*, *Pgm1*, *Aldh3a1*, *LOC291543*, *RGD1561881*, *Aldh2*, *Adh4*, *RGD1565238*
* Pentose phosphate pathway	*rno-mir-30b*	*Aldoc*, *Pgm1*, *Pfkl*, *Gpi*, *Tkt*
O-Glycan biosynthesis	*rno-mir-30b*	*Ogt*, *Galnt13*, *Galnt3*, *Galnt1*
	*rno-mir-30d*	*Ogt*, *Galnt13*, *Galnt3*, *C1galt1*
Fructose and mannose metabolism	*rno-mir-30b*	*Aldoc*, *Pfkfb1*, *Pfkl*, *Mpi*, *Fpgt*
Fatty acid metabolism	*rno-mir-30d*	*Adh7*, *Adh1*, *Cpt2*, *Aldh2*, *Adh4*, *Dci*, *Acox3*
Glycan structures - biosynthesis 1	*rno-mir-30d*	*Ogt*, *Man1a1*, *Chst1*, *Ext1*, *B4galt4*, *Galnt13*, *Ddost*, *Galnt3*, *C1galt1*, *Mgat5*, *Hs3st1*, *Chst3*, *Mgat2*
Insulin signaling pathway	*rno-mir-30b*	*Braf*, *Mapk8*, *Eif4e*, *Cblb*, *Pygm*, *Akt2*, *Socs1*, *Pfkl*, *Pik3r2*, *Calml3*, *Cep152*, *Rps6kb2*, *Srebf1*, *Pik3cb*
	*rno-mir-30d*	*Fbp2*, *Cblb*, *Calm1*, *Calm3*, *Prkar2b*, *Pygm*, *Socs1*, *Pik3r2*, *Phkb*, *Calm2*, *Srebf1*, *Foxo1*
PPAR signaling pathway	*rno-mir-30b*	*Pparg*, *Slc27a6*, *Gk*, *Cyp8b1*
	*rno-mir-30d*	*Cpt2*, *Slc27a6*, *Gk*, *Fabp4*, *Acox3*
Type II diabetes mellitus	*rno-mir-30b*	*Mapk8*, *Socs1*, *Prkce*, *Pik3r2*, *Pik3cb*
	*rno-mir-30d*	*Socs1*, *Pik3r2*
Pancreatic cancer	*rno-mir-30b*	*Braf*, *Mapk8*, *Erbb2*, *Akt2*, *Pik3r2*, *Brca2*, *Rac2*, *Rad51*, *Nfkb1*, *Pik3cb*
	*rno-mir-30d*	*Egfr*, *Pik3r2*, *Brca2*, *Rad51*
Maturity onset diabetes of the young (MODY)	*rno-mir-30b*	*Neurod1*
	*rno-mir-30d*	*Hnf1b*, *Hnf4a*, *Neurod1*
Type I diabetes mellitus	*rno-mir-30b*	*RT1-A1*, *RT1-A2*, *RT1-Cl*, *RT1-CE12*, *RT1-CE1*, *RT1-A3*, *RT1-M6-2*, *RT1-CE14*, *RT1-CE4*, *RT1-M6-1*, *RT1-CE16*, *Ica1*
	*rno-mir-30d*	*Gzmb*, *Il1a*, *Ifng*, *RT1-Db1*, *H2-Ob*, *Cd86*

*Significantly or nearly significantly enriched, *p*<0.10.

## Discussion

In this study, we identified a catalogue of CNVRs between GK and Wistar rats using tiling array CGH. Given the hypothesis that the phenotypic difference between GK and Wistar (diabetic and non-diabetic) ought to be attributed in a large part to their genomic variations, we carried out a series of bioinformatics functional analysis on these GK/Wistar CNVRs to narrow down the scope for further exploration of T2D candidate genes. A total of 16 protein-coding genes and 2 microRNA genes were prioritized for further analysis (Table S8 and Table 3), which might in combination or alone contribute to the pathogenesis of diabetes on the basis of varied copy number in the genomic level.

We believe that the list of GK/Wistar CNVRs is a valuable repository for mining genetic factors that play roles in pathogenesis of T2D through altered copy numbers. In the bioinformatics analysis, we focused on the Entrez protein-coding genes and microRNAs with known genomic locations, and found 134 protein-coding genes and 2 microRNAs implicated in GK/Wistar CNVRs. By integrating available knowledge about T2D, we prioritized 16 protein-coding genes and 2 microRNAs as good candidates for further experiments for validating their contribution to the pathogenesis of T2D by means of dosage effect. In addition, CNVRs without annotations of Entrez genes or microRNAs may also be worth further investigation. We checked other gene annotations from UCSC “KnownGene”, “RefGene”, “mRNA”, “EST”, and “EnsemblGene”, and found various coding signals outside the scope of Entrez gene annotations (Table S12). They could be novel genes, but additional evidence is needed.

Among the preferentially selected protein-coding genes, *Il18r1* was previously identified as a T2D candidate gene in a cohort of African American families [40]. The gene *Cyp4a3* is involved in fatty acid metabolism and Pparg signaling, disorders of which are closely related to the pathogenesis of T2D [2], [41]. As mentioned in the results, several sulfur-containing compounds are used in the therapy of diabetes while the therapeutic mechanism is not yet clear. Thus the identification of *sult2a1*, *sult2a2* and *sult2al1* echoes the beneficial effects of sulfur-containing compounds, and further study might provide insights into the mechanism.

We analyzed a public dataset GSE13271 [42], currently the only GK/Wistar differential expression dataset in NCBI GEO, and identified 30 sets of differentially expressed genes (DEGs) between GK and Wistar rats corresponding to different tissues, time points, and feeding conditions. When comparing these DEGs with the GK/Wistar CNV genes identified in this work, we found that some of them showed consistency in certain tissues (Table S13), including *RT1-N1* in muscle, *Ugt2b* in liver, *RT1-A3* in all three tissues (liver, fat, and muscle). There was also inconsistency between CNV and differential expression, including *Sult2al1*, *Sult2a1*, *Sult2a2*, *Uxs1*, *RT1-Db1*, *Cyp4a3*, *Pstpip1*, and *Il18r1* in certain conditions. Generally speaking, it is reasonably supposed that the consistent genes may be more likely involved in T2D, but we cannot exclude the possibilities of other genes also being involved.

There have been multiple reports concerning the implications of microRNAs in diabetes, but almost all of them focused on the expression profiling, which are mainly related to the intermediate process of disease development [38], [43]–[46]. Here, for the first time we found evidence that microRNAs might be related to T2D by means of copy number variation. We proposed that the altered copy number of *mir-30b* and *mir-30d* in GK rats could contribute to the pathogenesis of T2D. It might occur at the stage of disease initiation: compared with normal Wistar rat, varied copy number of *mir-30b* and *mir-30d* in GK might result in altered expression level at some specific developmental stages and at some specific tissues, and the altered expression of *mir-30b* and *mir-30d* might then lead to dysfunction of some specific targets, contributing to the development of T2D. All these predisposing factors might act in combination as they are involved in this complex disease. In addition to the aforementioned study of the expression of *mir-30d*, there were several other expression profiling reports suggesting the involvement of mir-30 family in diabetes or adipogenesis [47]–[49]. We re-analyzed a public microRNA expression dataset GSE13920, currently the only one microRNA profiling in GK and Wistar rats [43], and found that the expression levels of *mir-30b/30d* in muscle cells were strikingly different between normal rat and T2D rat (Figure S2). The expression change was, however, contradictory to the direction of copy number variation detected here. 

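Zfat (Entrez Gene 362925) lies on chromosome 7 of rn4 from 105570122 to 105736965 on the minus strand and holds 11 probes. Their mean M was 1.12 in GK1, 0.65 in GK2 and 1.06 in GK4, a mean of 0.94 ± 0.26 (SD, n = 3 rats).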

We noticed that there was a protein-coding gene named *Zfat* which is located at the same gain CNVR as *mir-30b* and *mir-30d* are positioned in. By inspecting the dataset of GSE13271, we found that *Zfat* was up-regulated in liver, but down-regulated in adipose tissues and muscles (Table S13). The down-regulation of *Zfat* in muscles is consistent with that of *mir-30b* and *mir-30d*, that is, all of them are inconsistent with the CNV gain, suggesting further investigations are still needed to confirm these results and to unveil detailed mechanisms.

Although we aimed to find diabetes-specific variants, we noticed that the GK/Wistar CNVRs identified in this work shared quite a few global characteristics with previously reported CNV investigations [19], [21], [30]. For example, our CNVRs from one GK sample accounted for about 1% of the whole genome, non-randomly distributed on the chromosomes, and enriched with genes concerning olfactory transduction and immune response (Table S6), suggesting possible common factors involved in the genesis or maintenance of CNVs. The preference of the GK/Wistar CNVRs for intergenic regions was in accordance with several published reports [19], [50], while some others declared the opposite [21], [51]. It might be due to the distinctiveness of different study subjects or other reasons not revealed currently.

We attempted to explore the causes of T2D of GK rats from CNV data in this study. Admittedly, there were still several aspects not covered here. T2D is a heterogeneous disease, and it may be caused by multiple factors including genetic variations (point variations, structural variations like inversion, translocation, small indels and CNVs) and environmental effects. It is also reported that epigenetic factors may be implicated in the T2D of GK rats [12]. In the present work, only CNVs are concerned, and future studies concerning all these points and validation of the candidates are thus highly anticipated. Array probe design with higher density, hybridizations with more GK individuals, and rat genome annotation with better accuracy will improve the quality of the CNVR data and subsequent analyses. It will be even more promising if next-generation sequencing technology is adopted for CNV discovery, since it can not only define the CNV boundaries more accurately, but also detect inversions or translocations that cannot otherwise be detected by array CGH. In addition, sequencing can identify novel sequence stretches that are not presented in the current reference genome assembly, paving a broader way to identifying T2D and other disease genes.

## Materials and Methods

### Sample Preparation, Array Hybridization and Data Extraction

Three male Goto-Kakizaki rats and 8 male Wistar rats were obtained from SLAC Co., Ltd (Shanghai, China). The rats were anesthetized by formalin at the age of 8 weeks, and the blood was taken from the pericardia and anticoagulated. Genomic DNA was then isolated using DNeasy Blood & Tissue Kit (Qiagen, p/n 69504). All animal experiments were approved by the Biomedical Research Ethics Committee of Shanghai Institutes for Biological Sciences, Chinese Academy of Sciences (IRB00005813). DNA from 3 individuals of GK rat was used as test sample separately, while DNA pooled from 8 Wistar rats served as a common reference.

We used rat genome CGH 244A (Agilent, p/n G4435A) as our oligo aCGH platform, which comprises about 240 K 60-mer probes tiled over the rat genome with the median probe spacing of 7.9 Kb (4.7 Kb in gene regions). Labeling of genomic DNA and hybridization to tiling arrays were performed according to standard Agilent protocols. In brief, 2 µg of genomic DNA from test sample (GK) and 2 µg from reference (Wistar) were digested by AluI/RsaI and labeled by random primer, incorporating Cy5 (red) and Cy3 (green) fluorescent dyes. Test and reference were co-hybridized to the Agilent 244A microarray in the hybridization chamber (Agilent, p/n G2545A) at 65 degrees Centigrade and 20 rpm for 40 hours. For each sample, a dye-swap labeling and hybridization was carried out. In a “forward” hybridization, test and reference samples were dyed with Cy5 and Cy3 respectively, while in the corresponding “reverse” hybridization, test and reference were dyed with Cy3 and Cy5 respectively.

Following hybridization and wash, arrays were imaged using the US80803205 high-resolution scanner (Agilent, p/n G2505B). Fluorescence intensities were extracted using Agilent's Feature Extraction software and used for follow-up processing procedures.

### Data Processing

The data were processed in the R programming environment (2.9.0), and the snapCGH (1.12.0), limma (1.18.0), MANOR (1.16.0) and DNAcopy (1.18.0) packages from bioconductor project (http://www.bioconductor.org/), and several in-house scripts were adopted for quality control, normalization and segmentation. The data processing framework was mainly based on snapCGH [52], and some necessary modifications were made to fit the requirements of quality control and the dye-swap design. The whole pipeline involving data processing and CNVR identification is illustrated in Figure 3. The signal intensities from the two channels (Cy5 and Cy3) were transformed to the form of logarithm ratios (M values), and were then input to MANOR for quality assessment, especially for adjusting potential global gradient and detecting chip regions with low quality [53]. After that, all M values were normalized with the “loess” coefficients calculated from the M values between −1 and 1 (“weighted loess”) [54], and those from “reverse” hybridizations were multiplied by −1 to make them comparable with those from “forward” ones (*i.e.*, M values of Wistar *vs* GK converted to M values of GK *vs* Wistar).

**Figure 3:**
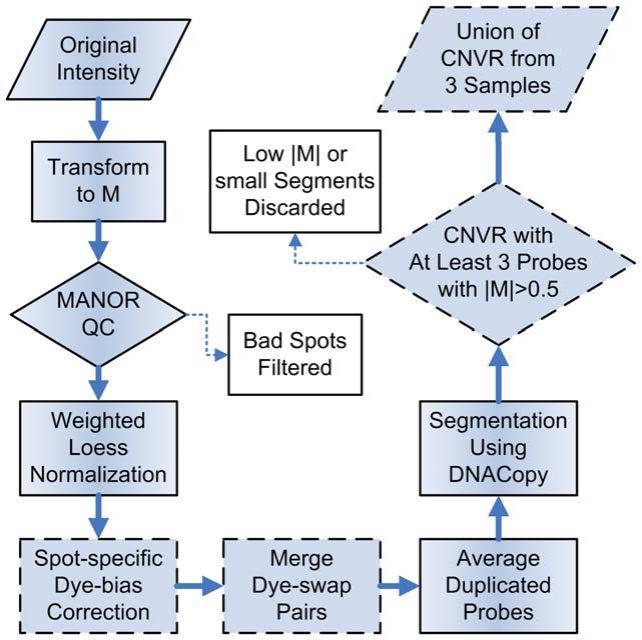
The pipeline of microarray data processing. The shapes bordered by dash-line represent the steps specifically implemented for this study.

We further developed a linear model using limma to correct the spot-specific dye bias [55]. For each feature spot, we had 6 M values corresponding to 6 arrays. In our model, each measured M value was written as:
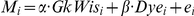
where *i* took values from 1 to 6, representing different arrays. The item of *α* was used to model the contribution of genomic difference between GK and Wistar rats, while the item of *β* was for dye bias. The item of *e* represented the contribution of other factors including difference between GK individuals and random errors. In all hybridizations (*i* = 1, …, 6), *GkWis* took the value of 1. The *Dye* took the value of 1 for “forward” hybridizations (i = 1, 2, 3) and −1 for “reverse” ones (*i* = 4, 5, 6), indicating the different direction of dye bias in “forward” and “reverse” hybridizations. The dye bias correction was to subtract the component of *β·Dye_i_* from M values. By minimizing the sum of square of *e*, we were able to obtain the estimates of *α* and *β* in limma. The dendrograms used to illustrate the necessity of spot-specific dye bias correction were generated by hierarchical clustering with Ward's minimum variance method using Euclidean distances.

After correction of the dye bias, 6 arrays were merged into 3 independent datasets corresponding to 3 GK samples. M values from probe replicates were also averaged. And then segmentation was carried out using DNAcopy package, which aims to fragment the chromosomes into intervals according to the smoothed M values of probes tiled alongside the genome, *i.e.*, the copy number status of the corresponding genome regions [56].

### CNVR Identification

In this work, a CNV region (CNVR) was defined based on the smoothed M values: three or more consecutive probes whose M values were all greater than 0.5 (“gain”) or all less than −0.5 (“loss”) delineated a core region, which extended additional 5 Kb at both sides to define a CNVR. When comparing two diploids, the M value of 0.5 suggests that one of the two alleles is duplicated (log_2_(3/2)≈0.58). That was why 0.5 was set as the M cutoff. The extension of CNVRs for 5 Kb at both sides was due to that 5 Kb is similar to half of the median spacing between consecutive probes on Agilent 244A platform, approximately representing the coverage of a probe at one single side.

When merging CNVRs of multiple samples to a non-redundant set, the criterion was that the region which was detected by at least 1 sample was supposed to be kept in the final set, and overlapped regions be merged, similar to “union” in set operations. Although “union” of 3 samples inevitably resulted in higher false positive rate of CNVR identification, we still preferred high coverage to high precision. The genomic coordinates of CNVRs were referred to the UCSC rn4 assembly (based on RGSC 3.4), and their chromosomal distribution was plotted using Caryoscope [57].

### Investigation into CNVRs

The analyses were also conducted in the R programming environment. The chromosomal locations of NCBI Entrez genes were obtained from the package org.Rn.eg.db (2.2.11) in Bioconductor. Coordinates of genomic features adopted in this work were all referred to the UCSC rn4 assembly, in consistence with those of CNVRs. The CNV genes were identified through genomic interval overlapping, *i.e.*, if one overlapped any of the GK/Wistar CNVRs, it was counted in. In the calculation of the length of gene regions in the CNVRs or in the whole genome, overlapping gene regions were merged to non-redundant intervals to avoid duplicated counting.

The random simulation for estimating the statistical significance of CNVRs' preference to intergenic regions was designed as follows. The same counts of genomic intervals as CNVRs (137 in this study) were randomly chosen from the rat chromosomes, and their lengths were also the same as the corresponding CNVRs. The summed length of the overlaps between them and Entrez gene regions was then calculated as the statistic. After 1000 rounds of this process, an empirical distribution representing the overlap magnitudes between gene regions and random genomic intervals was obtained. And thus the probability of the overlap length less than that between real CNVRs and gene regions (3.22 Mb in this study) could be estimated.

The T2D-related gene list was compiled from an article which collected 172 human T2D-related genes [10] and the T2D-DB database [9] which contained 330, 60, and 36 genes from human, mouse and rat, respectively. Using NCBI HomoloGene Release 64 (http://www.ncbi.nlm.nih.gov/homologene), we obtained the corresponding rat homologues of human and mouse genes. A total of 425 non-redundant rat genes turned out to form the T2D-related gene list.

In addition to org.Rn.eg.db (2.2.11), the bioconductor packages including KEGG.db (2.2.11), and GOstats (2.10.0) were used to obtain the gene to pathway mappings, and to test the significance of pathway enrichments. The “near-T2D” gene set was prepared from a study on human “diseasome” [31], where all the diseases were organized in a inter-connected network. We collected all the diseases that directly connected to T2D in this network, and then all the genes corresponding to these diseases were retrieved as the “near-T2D” gene set. The rat homologues of “near-T2D” human genes were also obtained from the NCBI HomoloGene release 64, resulting in 1097 rat “near-T2D” genes. The rat QTL data were from the source of RGD [58], and their overlap with CNV genes were checked through navigating the UCSC genome browser manually [59]. Tiffin's human T2D gene set [33] were originally represented by Ensembl gene IDs and were converted to Entrez gene IDs using org.Hs.eg.db (2.2.11). The human homologues of the rat CNV genes were obtained using HomoloGene release 64 as well, which made feasible the comparison between CNV genes and Tiffin's dataset.

The locations of ultraconserved elements on rat genome (assembly rn4) were determined using BLAT [60]. The 481 published elements resulted in 484 positions due to non-unique mapping. The simulation for estimating the significance of the overlap between CNVRs and the ultraconserved elements was conducted following the previous procedure for overlap between CNVRs and gene regions.

Rat microRNAs along with their genomic coordinates based on assembly rn4 were downloaded from miRBase (http://www.mirbase.org/, release 14) [61]. Predicted targets of mature microRNAs were obtained from MicroCosm (http://www.ebi.ac.uk/enright-srv/microcosm/htdocs/targets/v5/) based on the miRanda algorithm [39]. Since *rno-mir-30b* was processed to two mature forms, *rno-miR-30b-3p* and *rno-miR-30b-5p*, their targets were combined for further analysis; and it was the same with *rno-mir-30d*, where the targets of *rno-miR-30d* and rno-miR-30d* were merged. The targets in MicroCosm presented as Ensembl transcript IDs were converted to Entrez gene IDs utilizing the mappings provided by the package org.Rn.eg.db. The significance of the targets' enrichment in the 425 T2D-related genes was calculated in a hypergeometric distribution by taking all the genes in the package “org.Rn.eg.db” as background. The pathway mapping and enrichment analysis of targets were performed as the same as those of CNV genes using the package of GOstats.

The super series GSE13271 contains three expression datasets: GSE13268 (adipose), GSE13269 (muscle), and GSE13270 (liver), all of which profiled the gene expressions of GK and Wistar rats in normal and high fat diet, and in 5 time points, thus resulting in 30 conditions. For genes with more than one probeset, we kept the one which was most often associated with the highest expression level. If there were still more than one probeset left, the intensities of the remaining probesets were averaged to represent the expression level of this gene. We then performed *t*-test to identify differentially expressed genes between GK and Wistar samples, and calculated the base 2 logarithm of the fold changes for the expression levels. FDR correction using BH method [62] was adopted to adjust the raw *p*-values of multiple hypothesis testings, and 0.2 was chosen as the threshold, which means that more than 80% of the identified genes are truly differentially expressed. As for the microRNA expression dataset GSE13920, we simply looked at the mean signal intensities after removing mean background noise for each probe of *mir-30b* and *mir-30d*.

## Supporting Information

Figure S1 Effect of dye bias correction. The samples were clustered according to the corresponding M values, before (A) and after (B) correcting the systematic errors caused by dye bias, respectively. GK1′, GK2′ and GK4′ represent the corresponding “reverse” hybridizations for GK1, GK2, and GK4, respectively.
(0.08 MB TIF) Click here for additional data file.

Figure S2 Expression levels of mir-30b/30d in the muscle of GK and Wistar Rat. Data were downloaded from GEO (GSE13920), and two GK samples and 2 Wistar samples were hybridized on 4 single-channel microarrays respectively. The expression level was represented by the mean foreground signal intensity after subtracting the mean background signal intensity. Each probe duplicated 3 times.
(0.22 MB TIF) Click here for additional data file.

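Each CNVR that the authors list for a rat was compared with the CNVRs of the segmentation of the M values in the same rat and direction. Of the paper's 303 CNVRs over the 3 rats, 150 were overlapped by such a call. Those overlapped had a median of 8 probes and a median size of M of 1.82, and the other 153 a median of 4 probes and 0.90. With single-probe outliers smoothed before segmentation, 200 of the 303 were overlapped. The segmentation was also tested on simulated regions with an M of 1 added to the residuals of the real M values, 48 regions of each size on 12 simulated chromosomes. Without smoothing it recovered 6.25% of the regions of 3 probes, 12.5% of those of 5, 52.1% of those of 10 and all of those of 30 probes, and with smoothing 81.3% of those of 3 probes and all of the longer ones. With normal noise in place of the residuals, every region was recovered.

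**Figure D8:**
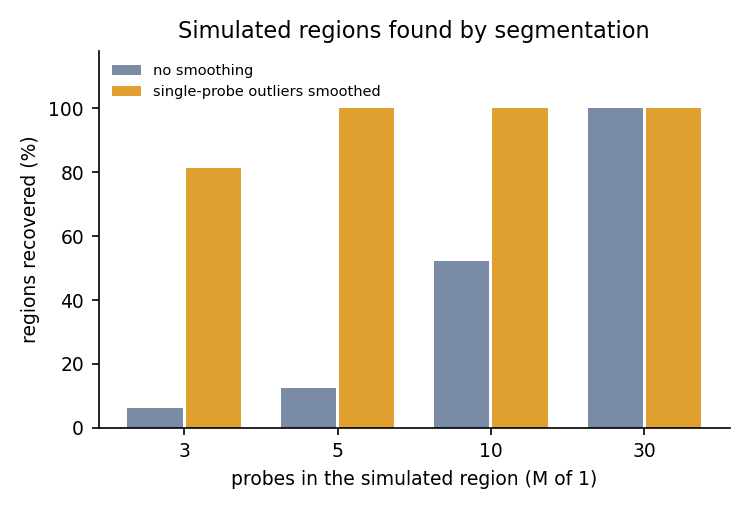
Percentage of simulated regions with an M of 1 that the segmentation recovered, by number of probes in the region, without and with smoothing of single-probe outliers, on residuals of the real M values. Without smoothing the bars rise from 6.25% at 3 probes to 100% at 30 probes.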

Table S1 CNVRs identified in 3 GK rat DNA samples.
(0.05 MB XLS) Click here for additional data file.

Table S2 Simple statistics of GK/Wistar CNVRs in 3 samples.

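The median length of the CNVRs of the segmentation was 98.9 kb in GK1, 84.1 kb in GK2 and 92.6 kb in GK4, and their gains covered 11.0, 10.7 and 10.6 Mb. In the union of the rats, gains covered 13.0 Mb and losses 11.7 Mb.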

(0.04 MB DOC) Click here for additional data file.

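Whether the M of a region of Table S4 differed between GK1, GK2 and GK4 was tested on the 6 arrays with limma, with the dye orientation as covariate, so that the arrays of one rat give the error. At an adjusted p under 0.05, 2 of 137 regions were called, and 38 had an unadjusted p under 0.05. They were cnv.gain.45 on chromosome 13 from 21925185 to 21973169, with an M of 0.08 in GK1, 1.03 in GK2 and 1.10 in GK4 over 3 probes (limma adjusted p = 0.0223), and cnv.loss.8 on chromosome 1 (limma adjusted p = 0.0342), both named after their values were seen. Without GK1, GK2 or GK4 in turn the limma test called 0 regions, with 35, 11 and 16 regions at an unadjusted p under 0.05. The mean signal without background subtraction moved the number most, to 80.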

Table S3 Common CNVRs between samples (Mb).
(0.03 MB DOC) Click here for additional data file.

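At the level of single probes, limma called 6279 of 235974 probes at an adjusted p under 0.05 and a mean M past 0.5 in size, 3140 higher and 3139 lower in GK rats. Of these, 1115 lay within the regions of Table S4 or the CNVRs of the segmentation. The alternative that moved the number most by ratio, the authors' segment levels, gave 983 probes, and normexp background correction 1835, while no minimum on the mean M gave 11693. In 107 of the 137 regions of Table S4 every rat had a mean M past the cutoff in the direction given there. This held for 39 of the 68 regions that the paper lists for 1 or 2 rats. An own CNVR in at least 1 rat overlapped 68 of the regions.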

Table S4 Non-redundant CNVRs and Entrez genes directly overlapped them.
(0.06 MB XLS) Click here for additional data file.

Table S5 Genes identified from GK/Wistar CNVRs.
(0.03 MB XLS) Click here for additional data file.

Table S6 The pathway mapping and enrichment of CNV genes.
(0.03 MB XLS) Click here for additional data file.

Table S7 CNV genes occurred in “near-T2D” diseases.
(0.02 MB XLS) Click here for additional data file.

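For each gene, the number of supportive samples counts the rats with a CNVR over it. The segment level that decides this is shared by all probes of a segment, while the mean M of a region is taken from the probes within it alone. Within the regions of RT1-Db1, Ugt2b and Pstpip1 the authors' segment levels were under the cutoff in some rats, close to 0 in GK1 and GK4 for RT1-Db1 and in GK1 for Pstpip1 and at -0.39 in GK1 for Ugt2b, while the mean of the M values was past the cutoff in all 3 rats.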

Table S8 Preferentially selected protein-coding genes in GK/Wistar CNVRs.
(0.02 MB XLS) Click here for additional data file.

Table S9 Logarithm (base 2) ratios of CNVRs (GK vs. Wistar) containing microRNAs.

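The paper's values for the gain that contains mir-30b and mir-30d are 0.873 in GK1, 0.503 in GK2 and 0.82 in GK4. The deposited segment levels, averaged over the 31 probes of cnv.gain.37, were 0.84, 0.49 and 0.79.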

(0.01 MB XLS) Click here for additional data file.

Table S10 Pathway mapping and enrichment of the targets of rno-mir-30b.
(0.04 MB XLS) Click here for additional data file.

Table S11 Pathway mapping and enrichment of the targets of rno-mir-30d.
(0.04 MB XLS) Click here for additional data file.

Table S12 Coding signals annotated in sources other than Entrez Gene (EG).
(0.03 MB DOC) Click here for additional data file.

Table S13 Comparison of CNV genes and differentially expressed genes.
(0.06 MB XLS) Click here for additional data file.

# Supplementary material for: Analyses of Copy Number Variation of GK Rat Reveal New Putative Type 2 Diabetes Susceptibility Loci
**Source:** PLoS One. 2010 Nov 23;5(11):e14077. doi: 10.1371/journal.pone.0014077
**Supplement:** Table S2 — Simple statistics of GK/Wistar CNVRs in 3 samples. (0.04 MB DOC)

Table S2. Simple statistics of GK/Wistar CNVRs in 3 samples a

|  | GK1 | GK2 | GK4 | Average | Non-redundant b |
| --- | --- | --- | --- | --- | --- |
| Total Length (Mb) | 27.48 | 28.84 | 23.16 | 26.49 | 36.31 |
| Total CNVR counts | 104 | 103 | 96 | 101.0 | 137 |
| Median Size (Kb) | 84.93 | 74.75 | 73.88 | 77.85 | 67.81 |
| (+) Length (Mb) | 16.95 | 18.89 | 11.03 | 15.62 | 22.75 |
| (+) CNVR counts | 60 | 59 | 44 | 54.33 | 73 |
| (+) Median Size (Kb) | 113.97 | 89.09 | 73.88 | 93.65 | 91.57 |
| (-) Length (Mb) | 10.53 | 9.95 | 12.13 | 10.87 | 13.56 |
| (-) CNVR counts | 44 | 44 | 52 | 46.67 | 64 |
| (-) Median Size (Kb) | 53.29 | 47.50 | 66.95 | 55.91 | 47.46 |

a Three samples were labeled with "GK1", "GK2" and "GK4".

b The non-redundant set of CNVRs by merging overlapping CNVRs from different samples, similar with the "union" in set operation.

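The deposited table holds 1 column of log2 ratios per rat, with a level for 235947 of the probes. These levels followed 389, 358 and 356 runs of neighboring probes in GK1, GK2 and GK4, with 1173, 1172 and 1090 probes past the cutoff. Across these probes alone, their correlation with the M values derived here was 0.869, 0.880 and 0.875, and the slope of M on the level was 1.53, 1.52 and 1.54. Calls on these levels with the stated definition of a CNVR gave the number and length of CNVRs that the paper lists for each rat.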

'+': gain; '-': loss.

# Supplementary material for: Analyses of Copy Number Variation of GK Rat Reveal New Putative Type 2 Diabetes Susceptibility Loci
**Source:** PLoS One. 2010 Nov 23;5(11):e14077. doi: 10.1371/journal.pone.0014077
**Supplement:** Table S3 — Common CNVRs between samples (Mb). (0.03 MB DOC)

Table S3. Common CNVRs between samples (Mb)

|  | GK1 | GK2 | GK4 |
| --- | --- | --- | --- |
| GK1 | 27.48 | - | - |
| GK2 | 23.48 | 28.84 | - |
| GK4 | 19.26 | 18.30 | 23.16 |

# Supplementary material for: Analyses of Copy Number Variation of GK Rat Reveal New Putative Type 2 Diabetes Susceptibility Loci
**Source:** PLoS One. 2010 Nov 23;5(11):e14077. doi: 10.1371/journal.pone.0014077
**Supplement:** Table S12 — Coding signals annotated in sources other than Entrez Gene (EG). (0.03 MB DOC)

Table S12. Coding signals annotated in sources other than Entrez Gene (EG)

| Annotation source | EG region | Region excluding EG |
| --- | --- | --- |
| KnownGene | 48 | 10 |
| RefGene | 134 | 1 |
| EnsemblGene | 193 | 362 |
| mRNA | 168 | 431 |
| EST | 2547 | 2401 |

How the deposited data were processed for this re-analysis (not part of the article)

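The data are comparative genomic hybridizations of blood DNA from 3 male GK rats (GK1, GK2 and GK4) against a pool of DNA from 8 male Wistar rats, on 6 Agilent rat genome arrays with probes placed on rn4. Each rat has a forward array, with GK DNA in Cy5, and a reverse array, with GK DNA in Cy3. The orientation of every array was taken from the labels of its file and checked against the sign of its correlation with the authors' ratios, across the probes whose ratio is past 0.5 in size.

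The authors deposited, per array, the output of Feature Extraction 9.5.3.1 under its CGH protocol. According to the file headers, the processed intensities of both channels had their background subtracted, were detrended and were brought to one scale by a linear dye factor, without loess. The mean spot intensities and the median local background intensities in the same deposited output carry no normalization. The log10 ratio that the authors' software gives, red over green, was used only to check the direction and the unit, and equalled the ratio of the processed intensities for the median spot. The authors also deposited one log2 ratio of GK over Wistar per probe and rat. These log2 values are segment levels made by the authors with quality control, loess, averaging of the dye-swap pair and segmentation, and 27 probes of each rat have no value. There were 0 sample columns of other series.

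From the processed intensities, log2 of red over green was computed per spot. Control spots and spots with an outlier flag of Feature Extraction were left out. A loess curve with a span of 0.3, fitted on spots with M between -1 and 1, was subtracted within each array. The reverse arrays were multiplied by -1. The spot-specific dye bias was estimated with limma 3.58.1 in R 4.3.3 from a model with a term for GK against Wistar and a term for the dye orientation, and was subtracted. Replicate spots of a probe and then both arrays of a rat were averaged, which left M for 235974 probes in GK1 and GK4 and 235973 in GK2.

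Segmentation used an own implementation of circular binary segmentation with the defaults of DNAcopy (alpha 0.01, 10000 permutations, the hybrid p-value with kmax 25 and nmin 200, a least width of 2 probes, no undoing of splits and no smoothing), written with Python 3.11.15, numpy 2.4.6 and numba 0.67.0. The paper has the partition follow smoothed M values and also defines its CNVRs on smoothed M values. Its text does not name a smoothing step apart from segmentation, so that a smoothing before segmentation remains possible. The segment levels were taken as the smoothed values, and a smoothing of single-probe outliers was run as an alternative. CNVRs were runs of at least 3 consecutive probes with a level over 0.5 or under -0.5, extended by 5 kb at each side, and the non-redundant set was the union over the rats of overlapping CNVRs of the same direction.

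The limma models were those of the dye bias per spot, of M per probe against 0, of the mean M of the 137 regions of Table S4 against 0, and of the rat term on the 6 arrays with the dye orientation as covariate. The Benjamini-Hochberg adjustment covered all probes or all regions, and the threshold was an adjusted p of 0.05, with a mean M over 0.5 in size for probes. The n of the tests against 0 was 3 rats. The distribution over chromosomes, the gene annotation of probes and the number of olfactory receptor genes were compared with 10000 random placements of the CNVRs. The random placements used pandas 2.3.3 and scipy 1.17.1, and the figures matplotlib 3.10.9. The genes named were fixed before the data were examined as all CNV genes that the text of the paper names, the 16 prioritized genes, Zfat and 2 microRNA genes, and the 5 gains and 5 losses with the largest mean M in size among CNVRs called in all 3 rats. Any other region or gene named was chosen after its values were seen, as is said beside it.

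The dye-swap arrays of one rat pair by rat. In the region test with the rat as a random replicate block, the correlation of the arrays of a rat was 0.527, while the averaging of the dye-swap pair in the other tests makes the rat the unit. The tests on the 6 arrays hold 5 arrays scanned on one day and 1, GK4 forward, scanned on another, and the scan date was run as a block. Each array is a slide of its own, so that no slide block could be fitted.

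The tools were tested on simulated data. The segmentation recovered every region with an M of 1 in normal noise and fewer short regions in the residuals of the real M values. The probe test called 95% of changed probes and 3 unchanged ones among 20000 probes. The dye term was past p 0.05 in 98.9% of biased and 5.08% of unbiased spots. The rat term called all changed regions and 2 unchanged ones. Of random sets of regions, 6% had a p under 0.05 in the annotation test and 8% in the olfactory receptor test. In the chromosome test 3.29% of the sets and chromosomes had one. This test gave an adjusted p of 0.046 when 30 of 75 regions were moved to chromosome 7. With the fewer placements of this simulation, that is the smallest value that 1 chromosome alone could reach, so that it does not measure power.

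The alternatives, chosen before the data were examined unless said otherwise, were median centring in place of loess, normexp background correction with an offset of 50, no background subtraction, subtraction of the median of local blocks of 20 by 20 spots, the authors' segment levels, a filter on dim probes, keeping the spots with outlier flags, the forward or the reverse arrays alone, each rat left out in turn, cutoffs of 0.4, 0.58 and 0.7 on M, at least 2 or 5 probes, a segmentation alpha of 0.001, merged segment levels, outlier smoothing over 10 probes at each side, undoing of splits within 3 SD, no extension, CNVRs in at least 2 or in all 3 rats, leaving out unplaced sequence, other models and thresholds, and other null placements. After the data were seen, a subtraction of the local background, outlier smoothing over 2 probes at each side, combinations of both with and without merged levels, and a count of probes with a RefSeq mRNA were added.

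MANOR, snapCGH and DNAcopy were not used here. Positions of Entrez genes beyond those listed in Table S4, KEGG pathways, quantitative trait loci, ultraconserved elements, microRNA targets and the expression datasets were not analysed here, and the GC content of the probes was not analysed here, since it needs probe sequences.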

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

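None of the tests in this part was chosen only after its result was seen.

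The GK4 reverse array had 777 spots with an outlier flag, against 141 to 301 on the other 5 arrays. Its gap to the next array was past the limit of Dixon's test for 6 arrays. Chance alone passes this limit in about 1 in 20 groups, and 6 measures of the arrays were examined at both ends, of which only this one passed. Of its 777 spots, 86.0% lay in the 62 of 621 blocks of 20 by 20 spots that held most of them, where a random spread would put 27.9%. On the other arrays 57.5% to 75.7% lay in the 62 blocks with most of them, against 41.5% to 54.4% at random. The concentration is consistent with a local defect of the array. These spots were left out, and with the spots kept 73 non-redundant CNVRs were called in place of 75. No biological explanation was tested.

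A loss on chromosome 2 from 65293838 to 65468436, called in all 3 rats, is not among the regions of Table S4, and it is named after its values were seen. Its mean M over 7 probes was -0.85, with -0.90 in GK1, -0.85 in GK2 and -0.79 in GK4 (SD 0.05, n = 3 rats). Each of its probes had GK signal and Wistar signal well above background on at least 1 array. The array annotation names no gene for its probes. Outside Table S4, 7 more CNVRs were called, each in 1 rat. No technical or biological explanation was tested for this loss.

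Of the 6279 probes that limma called, 5164, that is 82.2%, lay outside the CNVRs of the segmentation and the regions of Table S4, where the paper reports no variation. Among these, 3823 were single called probes between neighbors near 0, 1893 higher and 1930 lower in GK. Noise of the probes is argued against, since 91.5% of 4673 single probes picked on the forward arrays alone had the same sign on the reverse arrays, with a median M of 0.63 there against 0.72 on the forward arrays. Base differences between the strains under a probe might also change its signal. If so, windows of the genome rich in single probes with higher GK signal should also be rich in those with lower GK signal. Over 1882 windows of 1 Mb the shares of both kinds had an r of 0.17 across windows, which are not independent replicates, above the largest of 0.06 in 1000 shuffles (permutation p = 0.001, the smallest that these shuffles can give). This is consistent with base differences, as a hypothesis. CNVs that cover a single probe remain open, as they would give the same pattern, and no sequences of the strains were used here.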

How the results depend on the processing

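The subtraction of the local background, the outlier smoothing over 2 probes, their combinations and the count of RefSeq probes were chosen only after the data were seen; all other alternatives were set before the data were examined. For the changes below the cause was not tested, except that a minimum of 5 probes, or of 2 or 3 rats, can only remove regions by construction. The offset of 50 under normexp, and the background left in without subtraction, add signal to both channels. By construction this draws M towards 0, while the cutoff of 0.5 stays fixed. How much of each change this explains was not tested.

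Several results stayed on the same side. The test of the regions of Table S4 called 91 to 137 regions under 15 alternatives, against 136, and all 137 had the direction of Table S4 under each of these, but the regions past the cutoff in mean M fell from 117 to 66 with normexp. The CNVR lengths of chromosomes 7 and 15 stayed between 2.99 and 4.97 Mb and between 2.66 and 3.27 Mb under 28 alternatives, none past the adjusted threshold. The number of olfactory receptor genes stayed at 2 to 5 under 30 alternatives, without p under 0.05. Of 260 alternative values of M for 20 named regions, 173 stayed within 1 SD between rats, 87 moved further and 0 changed sign. The M of the mir-30b and mir-30d region moved by more than 1 SD only under normexp background correction, to 0.52.

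The share of spots with dye bias, 23.0%, kept within 1.5 times under 11 of 14 alternatives. It was 0% with the Benjamini-Hochberg adjustment, where the limma test at an unadjusted p gave 54694 spots, and 38.2% with the rat as a replicate block. With 1 rat left out it was 9.91% to 19.8%, lowest without GK1. In the region test the replicate block, that is the pairing of the arrays of a rat, called 137 regions.

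The number of probes called, 6279, was 1835 with normexp background correction, 3822 without background subtraction, 983 with the authors' segment levels, 11693 with no minimum on M and 3887 with M over 0.7. The differences between GK rats, 2 regions, were 0 with normexp, 80 without background subtraction, 1 with local block medians subtracted, 1 with scan date as a block, 19 with local background subtracted, and 0 with any of GK1, GK2 or GK4 left out (limma, with 35, 11 and 16 regions at an unadjusted p under 0.05).

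With the authors' segment levels the CNVRs per rat were 101 in place of 56, their length 26.5 in place of 19.5 Mb, the non-redundant CNVRs 137 in place of 75, their length 36.3 in place of 24.7 Mb, the shared length 82.6 in place of 88.5%, and the annotated share of probes 35.4 in place of 38.6%, now below its expectation. A minimum of 2 probes gave 205 CNVRs and 23.0 Mb per rat, 273 non-redundant CNVRs with 30.1 Mb, 85.6% shared and 33.7% annotated, also below expectation. A minimum of 5 probes gave 47 non-redundant CNVRs.

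Smoothing of single-probe outliers gave 25.1 Mb per rat, 32.2 Mb non-redundant and 35.8% annotated, just below expectation. The number of CNVRs per rat was 77, within 1.5 times. The forward arrays alone gave 15.9 Mb per rat and 19.4 Mb non-redundant, and the reverse arrays alone 22.3 Mb non-redundant. CNVRs called in at least 2 rats covered 21.7 Mb, and the 40 called in all 3 rats 16.0 Mb. With 1 rat left out the non-redundant length was 21.9 to 23.7 Mb and the shared length 86.2% to 91.1%. The shared length was 91.7% with median centring, 82.3% with normexp, 85.8% with a cutoff of 0.4 and 85.9% with 0.58. With a cutoff of 0.7 the annotated share was 35.6%, below expectation.

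Of the chromosomes, 1, the unplaced sequence Un, passed the adjusted threshold with normexp, with the authors' segment levels, with smoothing, and with each added setting that smooths, and 0 passed otherwise.

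Among the alternatives added, local background subtraction gave 93.5% shared. Smoothing over 2 probes gave 106 CNVRs and 26.4 Mb per rat, 140 non-redundant CNVRs with 34.0 Mb, 85.3% shared and 33.9% annotated. Background subtraction with smoothing over 10 probes gave 25.7 Mb per rat, 31.7 Mb non-redundant and 85.7% shared. With smoothing over 2 probes it gave 103 CNVRs and 27.2 Mb per rat, 133 non-redundant CNVRs with 34.1 Mb and 84.5% shared, and with merged levels as well 98.7 CNVRs and 29.5 Mb per rat, 134 non-redundant CNVRs with 40.7 Mb, 83.5% shared and 35.8% annotated. RefSeq probes alone gave 22.5% annotated, below expectation.

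The forward or reverse arrays alone and the authors' segment levels could not be run for the dye bias and the differences between rats, which need both arrays of each rat. The scan date block was run only in the models on 6 arrays, and no slide block could be fitted with 1 array per slide. The median signal over background of 5.53 to 8.09 limits the ratios of probes whose signal in 1 channel is near background, which are bounds. The filter on dim probes removed 230 probes that had neither channel well above background on at least 1 array. It moved no summary result beyond 1.5 times. Probes near background in 1 channel only passed this filter, so that their effect was not tested.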

Differences from the paper's values

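None of the values here rests on a test chosen only after the result was seen; the settings chosen after seeing the values are named as such. An alternative under which a value comes within 1.5 times of the paper's is named as such and not as the paper's method. The authors' segment levels are an exception. They are the paper's own segmentation, so that calls on them return its CNVRs by construction and are no independent support.

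The paper's numbers of CNVRs are 104 in GK1, 103 in GK2 and 96 in GK4, and those here 62, 53 and 53. Among the alternatives set before the data were examined, the authors' segment levels (104, 103 and 96) and the smoothing of single-probe outliers (83, 77 and 71) came within 1.5 times, and all others did not. Of the settings chosen after seeing the values, outlier smoothing over 2 probes (116, 98 and 103), local background subtraction with smoothing over 10 probes (84, 81 and 82) or over 2 probes (107, 102 and 101), and the latter with merged levels (96, 98 and 102) came within it for all rats, and local background subtraction alone, also chosen after seeing the values, for GK1 only (70).

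The paper's length of CNVRs in GK2 is 28.84 Mb, and that here 16.8 Mb. No background subtraction (20.7 Mb), the authors' segment levels (28.8 Mb), outlier smoothing (26.2 Mb) and a minimum of 2 probes (19.7 Mb) came within 1.5 times, and the other alternatives set beforehand did not. So did the settings chosen after seeing the values, local background subtraction (19.4 Mb), smoothing over 2 probes (27.1 Mb), and background subtraction with smoothing over 10 probes (26.3 Mb), over 2 probes (28.2 Mb) and with merged levels (28.9 Mb).

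The paper's non-redundant set has 137 CNVRs, 73 gains and 64 losses, and that here 75, 36 and 39. The authors' segment levels (137, 73 and 64) and outlier smoothing (103, 55 and 48) came within 1.5 times, and no other alternative set beforehand did. Of the settings chosen after seeing the values, smoothing over 2 probes (140, 69 and 71) and background subtraction with smoothing over 10 probes (106, 57 and 49), over 2 probes (133, 71 and 62) and with merged levels (134, 68 and 66) came within it, and background subtraction alone did not (78).

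The paper's length of CNVRs common to GK1 and GK2 is 23.48 Mb, and that here 15.3 Mb. Median centring (16.0 Mb), normexp (16.3 Mb), no background subtraction (18.7 Mb), the authors' segment levels (23.5 Mb), outlier smoothing (22.2 Mb), a cutoff of 0.4 (15.9 Mb) and a minimum of 2 probes (17.7 Mb) came within 1.5 times, and the other alternatives set beforehand did not. The 5 settings with background subtraction or smoothing that were chosen after seeing the values gave 18.6 to 23.5 Mb and came within it as well.

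For RT1-A1 and RT1-A3 the paper lists 1 supportive sample. Here 0 rats had a CNVR over their region and 0 rats a mean M past the cutoff, though consecutive probes on both sides of RT1-A1 were past it in every rat. A call in 1 rat was made with the authors' segment levels, and with smoothing over 2 probes alone, with background subtraction or with merged levels as well, which were chosen after seeing the values. The rat called was GK2 with the authors' segment levels, as in the paper, and with merged levels, but GK1 with the other settings chosen after seeing the values. All other alternatives set beforehand gave 0 calls, and none gave a mean M past the cutoff.

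For RT1-Db1 the paper lists 1 supportive sample. Here 0 rats had a CNVR, and 3 rats a mean M past the cutoff. The authors' segment levels gave 1 rat in both respects, and smoothing over 2 probes, chosen after seeing the values, gave 1 call, in GK1 where the paper's is in GK2. Background subtraction with that smoothing, with or without merged levels, also chosen after seeing the values, gave 2 calls, in GK1 and GK2. All other alternatives set beforehand gave 0 calls. Among those that change M, normexp gave 0 rats past the cutoff, leaving out a rat gave 2 of the 2 rats kept, and the others gave 3.

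For Uxs1 the paper lists 3 supportive samples, and here 0 rats had a CNVR, with 3 rats past the cutoff in mean M, though 0 with normexp. No background subtraction, the authors' segment levels and outlier smoothing gave 3 calls, normexp gave 2 and median centring 1, and the other alternatives set beforehand gave 0. Each of the 5 settings of background subtraction or smoothing chosen after seeing the values gave 3.

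For Pstpip1 the paper lists 2 supportive samples, and here 1 rat, GK1, had a CNVR. Normexp gave 3 calls, and no background subtraction, the authors' segment levels and outlier smoothing gave 2. The reverse arrays alone, a minimum of 5 probes and leaving out GK1 gave 0, and the other alternatives set beforehand gave 1. The rats of the paper's calls, GK2 and GK4, were the rats called with the authors' segment levels and with the combinations of background subtraction and smoothing chosen after seeing the values, while no background subtraction and outlier smoothing called GK1 and GK4. Of the settings chosen after seeing the values, smoothing over 2 probes gave 3 calls, and background subtraction alone and its combinations gave 2.

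For Il18r1 the paper lists 1 supportive sample, and here 0 rats had a CNVR. The authors' segment levels gave 1 call, as did background subtraction with smoothing over 2 probes, with or without merged levels, which were chosen after seeing the values. The other alternatives set beforehand gave 0.

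Over the region of RT1-N1, RT1-N3, RT1-O and RT1-S2 the paper lists 3 supportive samples, and here GK2 and GK4 had a CNVR. GK1 was called as well with normexp, no background subtraction, the authors' segment levels, the reverse arrays alone and outlier smoothing, all set beforehand, and with each of the 5 settings of background subtraction or smoothing chosen after seeing the values. Other alternatives set beforehand lost a rat. Median centring and a segmentation alpha of 0.001 called GK4 only, and the filter on dim probes called GK1 and GK4 but not GK2. Over the region of Zfat, mir-30b and mir-30d the authors' calls are in all 3 rats, and here in GK1 and GK4. GK2 was called as well with the authors' segment levels and outlier smoothing, set beforehand, and with each of the same 5 settings chosen after seeing the values.

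The paper states that the CNVRs are spread unevenly over the chromosomes, with more than random on chromosomes 7 and 15 and none on chromosomes 12 and 18. Here chromosomes 12 and 18 held none as well, and chromosomes 7 and 15 held 3.47 and 3.19 times the expected length, but no chromosome passed the adjusted threshold (0 with an unadjusted permutation p under 0.05). With the authors' segment levels, normexp and outlier smoothing, and with the settings with smoothing chosen after seeing the values, the unplaced sequence Un passed it, and chromosomes 7 and 15 did not. The unadjusted permutation p of chromosome 7, 0.0574, was under 0.05 in 10 of 28 alternatives.

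The paper states that genes are covered by CNVRs much less than by random intervals, measured by the length of Entrez genes. Here 38.6% of the probes in CNVRs named a gene against 36.0% in random placements. This is a share of probes, which lie closer together in genes, and not of length. It therefore does not test the length that the paper measured. The share was below its expectation, without passing the threshold, with the authors' segment levels, outlier smoothing, a cutoff of 0.7 and a minimum of 2 probes, and with smoothing over 2 probes, the full combination with merged levels and RefSeq probes, which were chosen after seeing the values.

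The paper states that CNV genes are overrepresented in olfactory transduction, from all of its CNV genes. Here 3 olfactory receptor genes named by the array annotation lay in CNVRs against 1.32 expected in random placements (permutation p = 0.185), and no alternative passed the threshold. This test sees few of the genes, as 37 entries of olfactory receptor genes are among the 95 gene entries of Table S4 that overlap the same CNVRs. It does not exclude the overrepresentation the paper states.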

Other observations

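The tests on the M of regions without a call against the cutoff, on both kinds of outlier smoothing and on other splits of the arrays were chosen only after the result was seen; the tests on rats just under the cutoff and on losses near background were set before.

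Of the 75 non-redundant CNVRs, 35 were not called in all 3 rats, which makes 57 pairs of a region and a rat without a call. In 56 of them, 98.2%, the mean M of the region had the sign of the call and was at least 0.25 in size, as written down beforehand for rats just under the cutoff. Most of these pairs were not under the cutoff, however. In 52 of 57, 91.2%, the mean M was past it, with a median of 0.99 over all pairs. An M under the cutoff in the rats not called is therefore argued against for most pairs. The calls of single rats rest on segment levels, so that a count of rats with a call is not a count of rats that carry the change. No biological explanation was tested.

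Of the paper's 303 CNVRs in single rats, 153 were not called here in the same rat. An M under the cutoff is argued against for most of them, since it held in 8.50%. A candidate explanation is that probes far from their neighbors keep short regions inside long segments. Smoothing of single-probe outliers called 45.1% of the 153, and it lost 19 of the 150 called here. This share does not limit the part of outliers, since the smoothing is itself incomplete. On residuals of the real M values it recovered 81.3% of the simulated regions of 3 probes. Smoothing that judges outliers against the nearest 2 probes at each side called 73.2%, consistent with outliers as a cause for most of these regions, as a hypothesis found and tested on the same data. With local background subtraction as well, a setting chosen after the data were seen, 287 of the 303 were called in the same rat, against 260 with that smoothing alone and 150 here. Why the remaining regions were not called is open, and the part of the background was not tested apart from this count. Which smoothing the authors used, if any, was not tested.

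The 16 losses with a mean M below -2 hold 91 probes, of which 7, that is 7.69%, were not well above background in the GK channel on any array. A GK signal at background on every array, which would make the ratio a bound only, is argued against for most of these probes. Probes at background on only some arrays were not counted apart. Sequence absent in GK rats and bases that differ under the probes remain open, and neither was tested.

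Of the 10 splits of the 6 arrays into 3 and 3, 1, the split by dye orientation itself, gave a share of spots with an unadjusted p under 0.05 as large as 23.0%, and the largest of the others gave 11.4%. With 3 arrays against 3 the share of such splits cannot go under 0.1, so that chance cannot be excluded by this count.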
